# STAT3 signaling enhances tissue expansion during postimplantation mouse development

**DOI:** 10.1016/j.celrep.2025.115506

**Published:** 2025-04-06

**Authors:** Takuya Azami, Bart Theeuwes, Mai-Linh Nu Ton, William Mansfield, Luke Harland, Masaki Kinoshita, Berthold Gottgens, Jennifer Nichols

## Abstract

Signal transducer and activator of transcription (STAT)3 signaling has been studied extensively using mouse embryonic stem cells. Zygotic deletion of *Stat3* enables embryo implantation, but thereafter, mutants resemble non-affected littermates from the previous day until around mid-gestation. This probably results from the loss of serine-phosphorylated STAT3, the predominant form in early postimplantation embryonic tissues associated with mitochondrial activity. Bulk RNA sequencing of isolated mouse epiblasts confirmed developmental delay transcriptionally. Single-cell RNA sequencing revealed the exclusion of derivatives of *Stat3* null embryonic stem cells exclusively from the erythroid lineage of mid-gestation chimeras. We show that *Stat3* null embryonic stem cells can differentiate into erythroid and hematopoietic lineages *in vitro* but become outcompeted when mixed with wild-type cells. Our results implicate a role for STAT3 in the temporal control of embryonic progression, particularly in tissues requiring rapid cell division, such as postimplantation epiblast and hematopoietic lineages. Interestingly, mutations in *STAT3* are associated with short stature in humans.

## Introduction

Signal transducer and activator of transcription (STAT)3 is stimulated by the cytokine leukemia inhibitory factor (LIF) in murine embryonic stem cells (ESCs) via activation of Janus-associated kinases (JAKs), inducing phosphorylation of STAT3 at tyrosine 705 (pY705).^1,2^ STAT3 can also be phosphorylated at serine 727 (pS727) by mitogen-activated protein kinases (MAPKs).^3^ Mutation of pY705 ablates ESC self-renewal in standard (serum/LIF) culture conditions, whereas pS727 is apparently not needed in ESCs prior to neuronal differentiation.^3^ A requirement for pS727 was reported for mitochondrial STAT3 transcriptional activity in cell lines, suggestive of a role in metabolic function during differentiation.^4–6^ Zygotic deletion of exons 20–22 of the *Stat3* gene, which contains the SH2 and transactivation domains needed for receptor association and tyrosine phosphodimer formation, produces embryos that can implant in the uterus, but further development appears to be impaired.^7^ STAT3 protein is present in the cytoplasm of oocytes, zygotes, and 2-cell stage embryos, and nuclear-localized pSTAT3(Y705) protein is observed in 4-cell stage embryos.^8^ Deletion of both maternal and zygotically expressed *Stat3* causes early lethality of preimplantation embryos.^9^ In blastocysts, STAT3 regulates cellular metabolism in mitochondria by promoting oxidative phosphorylation and expression of naive pluripotency-associated genes,^10^ but the role of STAT3 at postimplantation stages is largely unknown.

In this study, we outcrossed *Stat3* heterozygous (het) mice^7^ to the robust CD1 genetic background in order to increase litter size and examined postimplantation development. Intriguingly, *Stat3* null embryos could survive beyond gastrulation but exhibited defects in peri-implantation epiblast expansion and the temporal control of embryonic progression and metabolism. Using our recently derived *Stat3* null ESCs,^11^ we explored differentiation and proliferation dynamics *in vitro* alongside wild-type (WT) ESCs derived from the same genetic background. To scrutinize the tissue-forming capacity of embryonic cells lacking STAT3 during development, we generated chimeras by injecting *Stat3* null ESCs into WT CD1 host blastocysts and analyzed their ability to contribute to emerging tissues by means of single-cell chimera sequencing (scChimera-seq) using an updated version of our previously optimized protocol.^12,13^ Although able to colonize most tissues and coordinate developmental stages with the host embryo, *Stat3* null cells were specifically excluded from the primitive blood lineage, consistent with a requirement for STAT3 signaling in tissues associated with rapid proliferation.

## Results

### STAT3 is dispensable for organogenesis but required to sustain developmental pace

We recently showed that mouse embryos lacking *Stat3* rapidly lose their inner cell mass (ICM) component when subjected to embryonic diapause,^11^ implicating a requirement for STAT3 signaling for the prolonged survival of epiblasts and primitive endoderm (PrE) in the preimplantation state. Here, we examined embryos not subjected to diapause, generated by inter-crossing *Stat3* het mice on the CD1 genetic background, to determine at which stage developmental deficiencies might arise when *Stat3* null embryos are allowed to implant in a timely manner in the uterus. We first compared peri-implantation embryonic day (E) 4.5 *Stat3* null (*n* = 4) versus WT or het embryos (*n* = 17) using immunofluorescence (IF) for the epiblast (epi) marker NANOG and the PrE marker GATA6 (Figure 1A). Significantly fewer NANOG+ cells were observed in *Stat3* null embryos, whereas the mean numbers of GATA6+ cells did not differ appreciably between genotypes (Figure 1B). A dramatic reduction in the mean number of trophectoderm (TE) cells, identified by the absence of NANOG and GATA6 and the occupation of the outer embryonic layer, in mutant embryos compared with WTs or het mice was observed (Figure 1B). We attribute this phenotype to decreased fibroblast growth factor (FGF) signaling resulting from the small null epiblasts as predicted by previous observations, implying a requirement for FGF4 in trophectoderm proliferation (Figure S1).^10,14,15^

Surprisingly, on the CD1 genetic background, *Stat3* null embryos could be retrieved as late as E11.5 (Table S1) but consistently exhibited a phenotype more closely resembling the morphology expected for the previous day of development compared with their littermates, with no other obvious morphological defects (Figures 1C and S2). This intriguing observation implies that embryos lacking STAT3 are unable to instigate sufficient cell division within the epiblast soon after implantation, when mechanisms for size regulation are normally evoked.^16,17^ To our knowledge, the sustained period of developmental delay we have observed lacking overt signs of abnormalities in organogenesis has not been reported previously.

### STAT3 null epiblasts follow a normal but delayed developmental trajectory

Epiblasts were dissected from CD1 *Stat3* het *inter se* mating at E5.5, E6.5, and E7.5, thus spanning epiblast developmental progression from naive, via the intermediate formative stage,^18^ to primed pluripotency^19^ and the onset of gastrulation. Each embryo was genotyped using extra-embryonic tissue (Figure 1D). From E5.5 to E6.5, the epiblast is basically a homogeneous epithelium poised to respond to asymmetric signals from the extra-embryonic tissues. RNA sequencing (RNA-seq) was therefore performed in bulk on denuded epiblasts to compare transcription profiles between *Stat3* WT and null epiblasts. 

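Each library held the RNA of a single epiblast, freed by hand from the extraembryonic ectoderm and the visceral endoderm. RNA was extracted with the Picopure kit and libraries were prepared with a SMARTer stranded total RNA kit for low input. There were 4 *Stat3* null and 2 WT epiblasts at E5.5, 8 null and 9 WT at E6.5, and 3 null and 9 WT at E7.5. The null allele carries a neomycin resistance gene in place of exons 20 to 22, so reads on the other exons were still counted on *Stat3*. The authors aligned the reads to GRCm38 with HISAT2, counted them on each gene with StringTie and deposited the counts without normalization. Total counts lay between 22941210 and 79013960 per library, with group medians between 27522973 in E5.5 WT and 40496930 in E7.5 null epiblasts. At E6.5, null epiblasts 1 to 3 and WT epiblasts 1 to 3 had over 40000000 counts and the other 5 null and 6 WT had fewer, so relations at E6.5 were also computed within each of these depth groups. Each gene was tested within its stage with edgeR's quasi-likelihood test on TMM-normalized counts, with Benjamini-Hochberg adjustment. A gene was called where its absolute log2 fold change was over 1 and its adjusted p under 0.05, the thresholds of Figure 3D. Expression is given as CPM, and 3 counts, the limit that a count of 0 allows, came to between 0.0756 and 0.109 CPM in the mean library of the 6 groups. PCR copies in these libraries are not independent molecules, so such floors cover counting error only.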

While E5.5 WT and *Stat3* null samples exhibited very similar transcriptional identities, E6.5 null epiblasts were clearly retarded, with an expression pattern intermediate between WT E5.5 and E6.5 (Figures 1E and 1F). 

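*Stat3* (ENSMUSG00000004040.16, chromosome 11 of GRCm38 from 100885098 to 100939540) was counted at 16.9 ± 5.84 CPM (SD, n = 4) in E5.5 null epiblasts and at 44.8 ± 8.85 CPM (SD, n = 2) in E5.5 WT. Its log2 fold change there was -1.41 (standard error 0.36, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At E6.5 it was counted at 4.37 ± 2.50 CPM (SD, n = 8) in null and 13.3 ± 7.19 CPM (SD, n = 9) in WT epiblasts, a log2 fold change of -1.60 (standard error 0.39, adjusted p = 0.334 from the same test). A two-sided exact permutation test of its log2 CPM gave p = 0.000864 at E6.5, where 5 of the 8 null epiblasts lay below every WT epiblast, and p = 0.0667 at E5.5, the smallest p that 4 against 2 epiblasts allow. *Stat3* passed the call at E6.5 with DESeq2 in place of edgeR (log2 fold change -1.59, adjusted p = 0.0154, the lowest of a range up to 0.525 over its alternatives).

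The place of each epiblast between the WT stages was measured on the line from the mean of E5.5 WT (position 0) to the mean of E6.5 WT (position 1). Regularized log (rlog) values of the 500 genes with the largest difference between both WT means were used, and each WT library was left out of the means and of the choice of genes when its own position was computed. E6.5 null epiblasts lay at 0.736 ± 0.227 (SD, n = 8) and E6.5 WT epiblasts at 0.983 ± 0.299 (SD, n = 9), a difference of -0.247 (two-sided exact permutation test over 24310 splits, p = 0.0769, smallest possible p 4.11e-05). Leaving out E6.5 WT 3, which lay at 0.317, moved this test most of all libraries left out in turn and gave -0.305 (exact permutation p = 0.00839). Within the libraries under 40000000 counts the difference was -0.344 (exact permutation test of 5 null against 6 WT, p = 0.0108), and within those over 40000000 it was -0.0400 (exact permutation test of 3 against 3, p = 0.9, smallest possible p 0.1). E5.5 WT epiblasts held 7262 and 8861 CPM of transcripts of 18 visceral endoderm genes, against a median of 295 CPM in E6.5 WT. The axis can therefore also follow residual visceral endoderm. Under 40000000 counts that list was higher in null epiblasts by 2.72 on the log2 scale (exact permutation p = 0.00866). Over 40000000 it differed by -0.593 (exact permutation p = 0.8). Residual tissue and an earlier stage were not separated on this axis. E5.5 null epiblasts lay at 0.0801 ± 0.232 (SD, n = 4) and E5.5 WT at 0.193 ± 0.252 (SD, n = 2), a difference of -0.112 (exact permutation p = 0.733, smallest possible p 0.0667). Without E5.5 null 1 it was -0.227, the SD of the null epiblasts fell to 0.0495 and all 3 lay below both WT epiblasts (exact permutation p = 0.1, the smallest possible). E5.5 null 4 at 0.01426 all but tied with E5.5 WT 1 at 0.01440, so this separation is slight. Each E5.5 WT epiblast was placed on an axis that starts from the other alone, which can move it from 0. The E5.5 difference was -0.0575 without E5.5 null 2. E5.5 null 1 had *Pou5f1* at 0.673 CPM against at least 100 CPM in the other 5 libraries of its stage, and no counts of *Nanog*, so E5.5 values that include it do not describe epiblasts alone. The other E5.5 libraries held visceral endoderm transcripts, from 7262 CPM in WT to 14716 CPM in null. E5.5 values without E5.5 null 1 therefore do not describe epiblasts alone either.

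**Figure D1:**
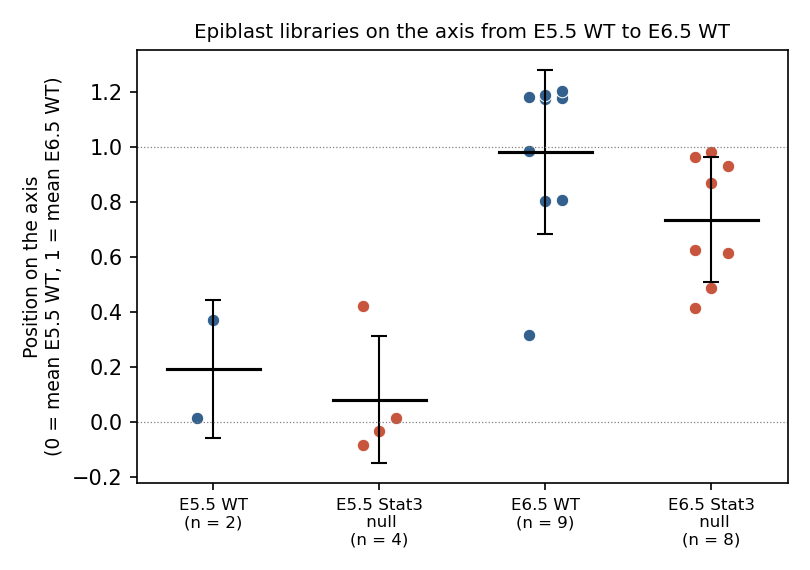
Position of each epiblast on the axis from E5.5 WT (0, dotted) to E6.5 WT (1, dotted), without unit. Points are single epiblasts and bars give the mean ± SD of E5.5 WT (n = 2), E5.5 *Stat3* null (n = 4), E6.5 WT (n = 9) and E6.5 *Stat3* null (n = 8). The E6.5 null mean lies at 0.736 and the E6.5 WT mean at 0.983, with E6.5 WT 3 at 0.317. Residual visceral endoderm can also move a position on this axis.

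No gene was called between null and WT epiblasts at E5.5 (18690 genes tested, 467 at an unadjusted p under 0.05) or at E6.5 (17095 genes tested, 1414 at an unadjusted p under 0.05). DESeq2 called 32 genes at E5.5 and 28 at E6.5. Voom with sample quality weights, the alternative that moved the E6.5 count most, called 82. Without E6.5 WT 3 there were 2 calls at E6.5, and without E6.5 null 3 there was 1. Between E6.5 null and E5.5 WT epiblasts 33 of 20326 genes were called, 13 higher and 20 lower in the null, and for all 33 the groups did not overlap, which chance gives for 4.44% of genes. Here DESeq2 called 330 higher and 188 lower, and sample quality weights 132 higher and 959 lower, so the directions depended on the test. The edgeR count lay between 8 without E6.5 null 6 and 173 without E6.5 null 1. *Setd7*, *Nes* and *Msi1* were higher, with log2 fold changes of 1.46, 1.61 and 2.34 (adjusted p = 0.0182, 0.0194 and 0.0194). *Rps2-ps13*, *Rex2* and *Dppa5a*, which have 30, 3 and 7 near-identical copies in the annotation, were lower by -2.43, -3.85 and -3.50 on the log2 scale (adjusted p = 1.16e-06, 0.00158 and 0.00418). *Stat3* was also called in this comparison (log2 fold change -3.37, adjusted p = 0.0265).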

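In E7.5 null epiblasts *Stat3* was counted at 1.34 ± 0.140 CPM (SD, n = 3), against 13.6 ± 5.85 CPM (SD, n = 9) in E7.5 WT. The log2 fold change was -3.31 (standard error 0.44, adjusted p = 0.00808 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each null epiblast lay below each WT epiblast (two-sided exact permutation test, p = 0.00455, the smallest that 3 against 9 allow). The adjusted p was 0.0668 without E7.5 null 2, the highest over its alternatives, and the lowest was 2.56e-14 with DESeq2.

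On the line from E6.5 WT (0) to E7.5 WT (1), measured in the way used for the earlier stages, the 3 null epiblasts lay at 0.233, 0.186 and 0.528. Their mean was 0.316 ± 0.185 (SD, n = 3) and that of E7.5 WT epiblasts 0.984 ± 0.337 (SD, n = 9), a difference of -0.668 (two-sided exact permutation test over 220 splits, p = 0.0182, smallest possible p 0.00455). Of the WT epiblasts, E7.5 WT 3 lay at 0.125 and the others between 0.945 and 1.22. With any 1 of the null epiblasts left out the exact permutation p was 0.0545, where the smallest possible was 0.0182, and without E7.5 WT 3 it was 0.00606. On log2 CPM in place of rlog values, the scale that moved the difference most, it was -0.503 (exact permutation p = 0.0182). E7.5 WT epiblasts held more visceral endoderm transcripts than E6.5 WT (medians of 2402 and 295 CPM), so residual tissue can also move a position here.

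**Figure D2:**
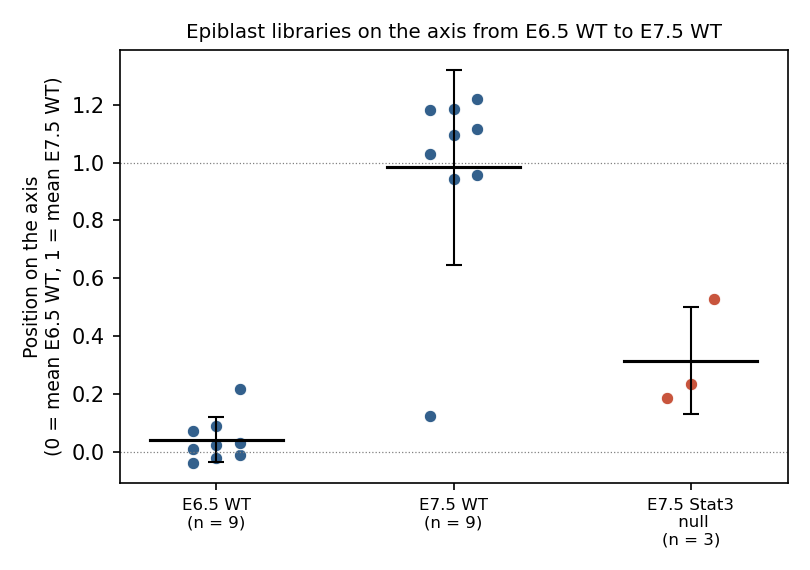
Position of each epiblast on the axis from E6.5 WT (0, dotted) to E7.5 WT (1, dotted), without unit. Points are single epiblasts and bars give the mean ± SD of E6.5 WT (n = 9), E7.5 WT (n = 9) and E7.5 *Stat3* null (n = 3). The null mean lies at 0.316, the E7.5 WT mean at 0.984 and E7.5 WT 3 at 0.125.

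In the PCA of the 500 most variable genes, the first 3 components held 34.3%, 27.6% and 13.0% of the variance. On the first pair of components the mean distance of E7.5 null epiblasts was 15.0 to E6.5 WT and 27.6 to E7.5 WT. The ratio of the distances, averaged over the 3 epiblasts, was 2.06, with single epiblasts between 0.945 and 2.91. Complete-linkage clustering of the correlation matrix into 4 groups placed E7.5 null 1 to 3 and E7.5 WT 3 with 6 null and 8 WT epiblasts of E6.5, and the other 8 E7.5 WT epiblasts in a group of their own. E6.5 null 1, E6.5 null 3 and E6.5 WT 3 fell with 3 null and 2 WT epiblasts of E5.5, and E5.5 null 1 stood alone. The mean correlation of the E7.5 null epiblasts was 0.839 ± 0.0219 (SD, n = 3) with E6.5 WT and 0.780 ± 0.0505 (SD, n = 3) with E7.5 WT, computed across genes, which are not independent replicates. The difference of 0.0586 was smaller than its spread between the 3 epiblasts (SD 0.0719). It was 0.0382 without E7.5 null 1, 0.104 without E7.5 null 3, 0.00101 over all genes and -0.0816 on log2 CPM.

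Between E7.5 null and WT epiblasts 231 of 19680 genes were called, 16 higher and 215 lower in the null. For 150 of them the groups did not overlap, which chance gives for 0.909% of genes. The count was 1105 without E7.5 WT 3 (220 higher, 885 lower), with all 231 genes among them, and 0 without E7.5 null 2 (2749 genes at an unadjusted p under 0.05). It was 11 with all 35 epiblast libraries in 1 fit (6 higher, 5 lower) and 1272 with sample quality weights (573 higher, 699 lower), so the excess of lower genes depended on the fit. *Adamts9*, *Lzts1* and *Calca* were higher in the null, with log2 fold changes of 1.88, 1.82 and 1.54 (adjusted p = 0.00877, 0.0183 and 0.0265). *Col23a1* was lower (log2 fold change -2.76, adjusted p = 0.00498), and *Alx4*, at or under 3 counts in each null epiblast, was at least 41.7-fold lower. Between E7.5 null and E6.5 WT epiblasts 32 of 19749 genes were called, 16 in each direction, none with overlapping groups. DESeq2 called 61 higher and 210 lower, and sample quality weights 239 higher and 79 lower, so the balance of directions depended on the test. The edgeR count lay between 4 without E7.5 null 3 and 88 without E6.5 WT 3. *Plce1*, *Apela* and *Rgma* were higher in the null by 1.28, 3.04 and 2.16 on the log2 scale (adjusted p = 0.00408 for each). *Dppa5a* and *Gm6871* were lower (log2 fold changes -7.84 and -4.45, adjusted p = 0.00597 and 0.00833), and *Tuba3a* was at least 84.3-fold lower.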

E7.5 null epiblasts grouped more closely with WT E6.5 than E7.5 epiblasts by principal-component analysis (PCA; Figure 1E) and unsupervised hierarchical clustering (Figure 1F). *Stat3* null epiblasts exhibited a downregulation of naive and an upregulation of primed pluripotency genes at E6.5 (Figure 1G), concurrent with preparation for primitive streak formation *in vivo*.^17^ However, mutants failed to induce the neuroectoderm significantly and displayed reduced expression of selected primitive streak genes at E7.5, consistent with the temporal delay of gastrulation (Figure 1G).

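The 11 naive and 7 primed pluripotency genes of Figure 1G were tested as lists with the rotation test fry on log2 CPM from voom, adjusted over the 4 lists and 3 stages, and gene by gene with edgeR. At E6.5 the naive list had a mean log2 fold change of 0.85 in null epiblasts (adjusted p = 0.163 from fry), with 5 genes higher and 5 lower on voom values (6 and 4 with edgeR), and 0.55 without E6.5 null 1. Under the alternatives its adjusted p lay between 0.0431, with the depth groups as a term (mean log2 fold change 0.83), and 0.679, with the extraembryonic ectoderm list as a covariate. With replicate number as a block the mean was 0.72 (adjusted p = 0.0495) and with sample quality weights 0.66 (adjusted p = 0.0483). No naive gene was called among all genes tested at E6.5. With p adjusted over the list alone, 6 of the 10 tested had an adjusted p under 0.05, which is not independent evidence where the study chose the list on these epiblasts. *Esrrb* (chromosome 12, 86361117 to 86521628) had a log2 fold change of 2.93 (standard error 0.93, adjusted p over all genes 0.424 from edgeR), and *Klf5*, *Tfcp2l1* and *Zfp42* had 1.72, 1.79 and 2.17. Without E6.5 null 1 these were 1.12 for *Esrrb*, 1.12 for *Klf5* and 1.20 for *Zfp42*, and without E6.5 WT 3 *Tfcp2l1* reached 2.77. *Pou5f1* (chromosome 17, 35506018 to 35510772) and *Fgf4* were lower, with log2 fold changes of -0.43 and -1.54. The summed CPM of the naive list, to which abundant *Pou5f1* adds most, differed by -0.29 on the log2 scale (two-sided exact permutation test, p = 0.0128). E6.5 null 1 also held 1074 CPM of extraembryonic ectoderm transcripts, against at most 72.6 CPM in the other 7 null epiblasts, and the mean of *Esrrb*, *Klf5*, *Tfcp2l1* and *Zfp42* rose with that list across E6.5 WT epiblasts (Pearson's r = 0.947, permutation p = 0.000510, adjusted p = 0.00204 over 4 relations; Spearman's rho = 0.783, permutation p = 0.0176, adjusted p = 0.0235; r = 0.898 without the 2 epiblasts farthest from the median). These 4 genes were chosen for being higher in null epiblasts, so no p is given for their mean difference, which was 1.96, 1.60 in the libraries under 40000000 counts and 2.43 in those over.

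The primed list had a mean log2 fold change of -0.26 at E6.5 (adjusted p = 0.145 from fry), with 6 of 7 genes lower on voom values and 5 of 7 with edgeR. It was -0.09 without E6.5 null 1, and 0.00026 in the libraries under 40000000 counts. None of the 7 genes was called or had an adjusted p under 0.05 over the list alone. *Fgf5* (log2 fold change -0.03), *Pou3f1* (-0.25) and *Etv5* (-0.30) spanned most of the lower values. At E7.5 all 7 primed genes were higher in null epiblasts, with a mean log2 fold change of 2.30 (adjusted p = 0.0118 from fry). The adjusted p was 0.185 under camera with an estimated correlation, 0.0541 without E7.5 null 1 and 0.0500 without E7.5 null 2. It ranged from 5.41e-06 without E7.5 WT 3 to 0.731 with the replicate block (mean log2 fold change 0.98). With the extraembryonic ectoderm list as a covariate the mean was 0.34 (adjusted p = 0.663). Of the 7 genes none was called at E7.5 and 2, *Etv5* and *Nodal*, had an adjusted p under 0.05 over the list alone. *Fgf5* had a log2 fold change of 2.35 (standard error 1.21) at E7.5, and 4.4 without E7.5 WT 3. The naive list had a mean of -0.31 at E7.5 (adjusted p = 0.642) and -0.48 without E7.5 WT 8, while its summed CPM was higher in null epiblasts by 1.01 on the log2 scale (exact permutation p = 0.0136). Over the list alone 6 naive genes had an adjusted p under 0.05 at E7.5, *Nanog*, *Pou5f1* and *Sox2* higher and *Klf4*, *Klf5* and *Tfcp2l1* lower. At E5.5 the means were -0.84 for the naive list (adjusted p = 0.473) and -1.75 for the primed list (adjusted p = 0.269), and without E5.5 null 1 they were -0.32 and -0.28.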

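The neuroectoderm and primitive streak genes of Figure 1G were tested in the same way. In E7.5 null epiblasts the neuroectoderm list had a mean log2 fold change of -3.84 (adjusted p = 0.303 from fry). The adjusted p ranged from 0.0161 without E7.5 WT 3 (mean log2 fold change -4.54) to 0.525 with the extraembryonic ectoderm list as a covariate. The summed CPM of the list differed by -3.44 on the log2 scale (two-sided exact permutation test, p = 0.0136). No gene of the list was called among all genes tested. The log2 fold changes were -5.13 for *Hoxb2*, -4.25 for *Igf2*, -3.48 for *Sox21*, -2.74 for *Sox1*, -1.81 for *Ncam1* and -1.31 for *Pax6*. *Sox21* also belongs to the list of extraembryonic ectoderm genes, and its value was -5.3 without E7.5 null 1. *Hoxb2* lies on chromosome 11 within 5 Mb of *Stat3*, so an allele linked to the null locus was not excluded for it. At E6.5, where 4 of the 7 genes were tested, the list's mean was 1.57 (adjusted p = 0.105), and its summed CPM differed by 1.97 on the log2 scale (exact permutation p = 0.00309). *Sox21* had a log2 fold change of 5.22 (standard error 1.28, adjusted p = 0.334 from edgeR) and *Igf2* 2.56 (standard error 0.69, adjusted p = 0.367), and 2 genes had an adjusted p under 0.05 over the list alone. The E6.5 mean passed the threshold of fry with sample quality weights (1.46, adjusted p = 0.0121), with the replicate block (1.55, adjusted p = 0.0191) and without E6.5 null 2 (adjusted p = 0.0135), within a range up to 0.348. At E5.5 the mean was 0.56 (adjusted p = 0.883), and 1.43 without E5.5 null 3.

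Of the 12 primitive streak genes, 4 were higher and 8 lower in E7.5 null epiblasts, with a mean log2 fold change of -0.56 (adjusted p = 0.901 from fry). The summed CPM of the list differed by 0.00698 on the log2 scale (exact permutation p = 0.977). The mean was -0.17 without E7.5 null 1, -1.03 without E7.5 null 3, -0.94 without E7.5 WT 3 (adjusted p = 0.0607, within a range up to 0.949) and 0.10 with the extraembryonic ectoderm list as a covariate. There were 2 calls among all genes tested and 6 genes with an adjusted p under 0.05 over the list alone. *Fzd10* (chromosome 5, 128600844 to 128604093) was lower, with a log2 fold change of -3.45 (standard error 0.75, adjusted p = 0.0435 from edgeR). *Wnt3* (chromosome 11, 103774150 to 103817957) was higher, with 2.14 (standard error 0.45, adjusted p = 0.0337), and it lies within 5 Mb of *Stat3*, so an allele linked to the null locus was not excluded. *Hoxb1* lies within 5 Mb of *Stat3* as well, so the same holds for it. *Hoxb1* (-5.57), *Tbx6* (-2.67), *Wnt8a* (-1.58) and *Wnt5a* (-1.50) were lower, *Wnt3a* had -2.11 (-4.14 without E7.5 null 3) and *T* had -0.51. *Mixl1* (2.24), *Lefty2* (1.17) and *Zic2* (1.10) were higher and *Foxh1* had -0.21. Without E7.5 WT 3 the calls numbered 7 for the primitive streak, 6 for the neuroectoderm, 5 for the naive and 7 for the primed list. At E6.5 the primitive streak list had a mean of -0.96 (adjusted p = 0.285), and -0.15 without E6.5 null 1, and its summed CPM differed by -0.51 on the log2 scale (exact permutation p = 0.0474). There *T* had a log2 fold change of -1.95 (-3.18 without E6.5 null 2), *Wnt8a* -1.53 (-3.91 without E6.5 null 2) and *Mixl1* -1.66, and no gene had an adjusted p under 0.05 over the list alone. At E5.5 the mean was -2.80 (adjusted p = 0.163). No gene of any of the 4 lists was called, or had an adjusted p under 0.05 over its list alone, at E5.5.

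E7.5 WT epiblasts also held more visceral endoderm transcripts. All 18 genes of that list were lower in the null (mean log2 fold change -3.94, adjusted p = 0.201 from fry), and their summed CPM differed by -3.19 on the log2 scale (exact permutation p = 0.00455, the smallest possible). From the expression of the neuroectoderm genes and of selected primitive streak genes at E7.5, the paper proposes a delay of gastrulation in time.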

### STAT3 activity is directed by pS727 in early postimplantation embryos

Validated antibodies for each of the two STAT3 phosphorylation forms (pY705 and pS727) were used for IF studies on WT CD1 mouse embryos from implantation until gastrulation. As previously shown,^11^ nuclear pY705 STAT3 was detected in peri-implantation embryos at E4.5 (Figure 1A). Apart from the extra-embryonic visceral endoderm, pY705 was barely detectable in WT embryos soon after implantation but re-emerged in the node region of the primitive streak at mid-late gastrulation (Figure 2A). 

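*Socs3* (ENSMUSG00000053113.3, chromosome 11, 117966079 to 117970047) was counted at 7.58 ± 4.96 CPM (SD, n = 2) in E5.5 WT, 3.38 ± 2.08 CPM (SD, n = 9) in E6.5 WT and 9.24 ± 3.16 CPM (SD, n = 9) in E7.5 WT epiblasts. Of the genes over 1 CPM in each of these groups, 35.0%, 21.5% and 38.2% had a lower mean than *Socs3*. Of all genes with any counts in them, 57.7%, 59.1% and 66.9% had a lower mean. Null epiblasts held 2.42 ± 0.986 CPM (SD, n = 4) at E5.5, 2.85 ± 1.56 CPM (SD, n = 8) at E6.5 and 4.57 ± 1.49 CPM (SD, n = 3) at E7.5. The count was 0 in E6.5 null 3 and in E6.5 WT 1. The log2 fold change in null epiblasts was -1.65 at E5.5 (standard error 0.64, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with either WT epiblast left out it was -0.82 (without E5.5 WT 1) or -2.24 (without E5.5 WT 2). At E6.5 it was -0.24 (standard error 0.80, adjusted p = 0.980), -0.41 without E6.5 WT 1 and -0.04 without E6.5 WT 2. At E7.5 it was -0.99 (standard error 0.35, adjusted p = 0.124). Two-sided exact permutation tests of log2 CPM gave p = 0.0667 at E5.5 (the smallest possible), 0.693 at E6.5 and 0.0227 at E7.5. The E7.5 difference passed the call with DESeq2 (log2 fold change -1.0, adjusted p = 0.0386) and without E7.5 WT 3 (log2 fold change -1.09, adjusted p = 0.0224), within a range up to 0.904 with the replicate block. *Socs3* lies on the same chromosome as *Stat3*. The summed CPM of *Socs3*, *Cish* and *Pim1*, which the paper names as STAT3 targets, and of *Stat5a*, *Acss1* and *Lyrm7*, which it names as lower in null erythroid cells, differed by -0.23, 0.40 and -0.52 on the log2 scale at E5.5, E6.5 and E7.5 (exact permutation p = 0.4, 0.158 and 0.0727).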

The dramatic reduction of pY705 in postimplantation epiblasts correlates with the low level of the STAT3 target, *Socs3*, revealed in the bulk RNA-seq (Figure 2B). In contrast, pS727 was abundant in the epiblast, extra-embryonic ectoderm, and extra-embryonic endoderm from E4.5 to E6.5, becoming restricted to the visceral endoderm, epiblast, and its derivatives at E7.5 (Figure 2C). These stages coincide with the requirement for elevated mitochondrial function in the embryo to enable rapid cell division for tissue expansion during gastrulation.^20^ To identify potential signaling pathways activated by pS727, we applied candidate inhibitors to WT ESCs to test the phosphorylation reaction *in vitro*. MEK inhibition by PD0325901 (PD03) to block FGF signaling in serum-free medium did not significantly impair the phosphorylation of Y705 or S727 (Figures 2D and 2E), whereas S727 phosphorylation was previously shown to depend upon ERK signaling in serum-containing medium.^3^ Interestingly, JAK inhibition ablated Y705 phosphorylation but only partially dampened pS727, indicating that S727 can be phosphorylated by factors distinct or downstream of JAK signaling or LIF-gp130 receptors (Figures 2D and 2E).

### Self-renewing stem cell lines can be derived from STAT3 null postimplantation epiblasts

ESCs can be differentiated into formative epiblast-like cells (EpiLCs) when cultured in the presence of activin A and FGF2 for 48 h.^18,21^ *Stat3* null ESCs formed EpiLCs indistinguishable from the WT under this condition (Figure S3). However, the proliferation of *Stat3* null EpiLCs was significantly impaired when differentiated from 2i/LIF culture compared to WT ESCs, suggesting a *Stat3* null *in vitro* defect that could not be overcome during the course of EpiLC differentiation (Figure S3). Interestingly, despite their reduced size compared with WT littermates, epiblasts from *Stat3* null embryos at E6.5 and E7.5 could be isolated and propagated directly as epiblast stem cell (EpiSC) lines^22,23^ with high efficiency (Table S2). Their morphology in culture appeared indistinguishable from that of the WT (Figure 3A), and the growth kinetics were also similar (Figure 3B). Transcriptional profiles of *Stat3* WT and null EpiSCs exhibited close clustering by means of bulk RNA-seq (Figure 3C), implicating a STAT3-independent *in vitro* adaptation to self-renewal during the acquisition of the mid-gastrulation anterior streak identity reported for EpiSCs using original culture conditions, regardless of stage of origin.^24^ 

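RNA of 2 *Stat3* null lines (2 and 6) and 2 WT lines (8 and 13) of EpiSCs was purified with RNeasy columns, depleted of ribosomal RNA with Ribo-Zero and made into NEBNext Ultra II libraries, 1 per line. The authors aligned and counted the reads as for the epiblasts and deposited the counts without normalization. Total counts were 63445877 and 91672665 in the null lines and 100108120 and 127583699 in the WT lines, so each WT library was deeper than each null library. The ESC profiles of Figure 3C were not used here. *Stat3* had a log2 fold change of -2.62 (standard error 0.17, adjusted p = 0.00706 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3.32 ± 0.249 CPM (SD, n = 2) in null and 20.5 ± 3.23 CPM (SD, n = 2) in WT lines. Over the 20736 genes tested, Pearson's r of log2 CPM between a null and a WT line averaged 0.976 over 4 pairs, between 0.971 and 0.980. It was 0.978 between the null lines and 0.981 between the WT lines. These correlations run across genes, which are not independent replicates, and no test was made, since 2 lines against 2 allow no p under 0.333. On rlog values, the alternative that moved it most, the mean between genotypes was 0.999. The first component of a PCA of the 4 lines held 53.2% of the variance and parted the genotypes, and the second held 27.9%. On the first, null line 2 lay at -10.6, null line 6 at -2.03 and the WT lines at 5.18 and 7.45. Null line 2 held 1625 CPM of *Xist* and 0.268 CPM of Y chromosome genes, while each other line held at least 238 CPM of Y genes. The null lines thus differed in sex, which was not accounted for in the EpiSC comparisons. From the close clustering of null and WT EpiSCs, the paper proposes an adaptation to self-renewal *in vitro* that does not depend on STAT3.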

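With the call used for the epiblasts, 22 of 20736 genes differed between null and WT EpiSCs, 9 higher and 13 lower in the null (1885 genes had an unadjusted p under 0.05). For all 22 the lines did not overlap, which chance gives for 33.3% of genes with 2 lines against 2. DESeq2, the alternative that moved this count most, called 201 genes, 59 higher and 142 lower, and without the filter on low counts edgeR called 75. Leaving out a line leaves 1 in its group, so no calls were made that way. *Ndst3* (chromosome 3, 123526166 to 123690853) had a log2 fold change of 6.20 (standard error 0.27, adjusted p = 0.00114 from edgeR with Benjamini-Hochberg adjustment) and *Cldn7* (chromosome 11, 69964779 to 69967885) 3.13 (standard error 0.15, adjusted p = 0.00162). *Meis1* (chromosome 11, 18879817 to 19018985) was lower, with -3.68 (standard error 0.21, adjusted p = 0.00706), as was the processed pseudogene *Gm9625* (-5.20, adjusted p = 4.59e-05). *Rpl26* (chromosome 11, 68901583 to 68906989) had the smallest adjusted p among the higher genes, 7.49e-05 (log2 fold change 3.32, standard error 0.09). Its counts trade against those of *Gm15772*, a processed pseudogene on chromosome 5 (3236431 to 3236868) with 98.2% identity to its transcript over 438 bases. *Rpl26* was counted at 196 and 218 CPM in the null lines and 20.1 and 21.5 CPM in the WT lines, and *Gm15772* at 198 and 218 CPM in the null and 406 and 426 CPM in the WT lines. The counts of *Rpl26* summed with its near-identical copies had a log2 fold change of -0.07 (standard error 0.08). Over the 7 calls whose near-identical copies were counted, which include *Gm9625*, the summed log2 fold changes lay between -0.07 and 0.11. *Gm10358*, *Gm13464*, *Gm3839* and *Gm4654* were summed with 45 to 77 copies, to means of 388072 to 389404 counts. Such sums can be set by the other copies, so they do not show reads moving between copies. An opposite change in a copy is shown here for *Rpl26* only. With these 7 set aside as uncertain, 15 calls were left, 4 higher and 11 lower.

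**Figure D3:**
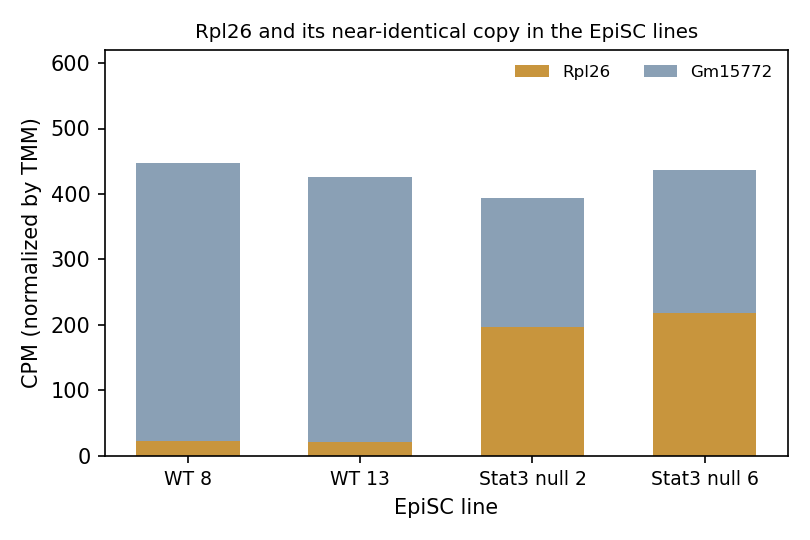
Counts of *Rpl26* and of the processed pseudogene *Gm15772* in the 4 EpiSC lines, in CPM, as stacked bars that start at 0, 1 bar per line without replicates. *Rpl26* takes 20.1 and 21.5 CPM in the WT lines and 196 and 218 CPM in the null lines, while the summed height lies between 395 and 447 CPM.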

Differential expression analysis identified 59 upregulated and 141 downregulated genes in *Stat3* null EpiSCs related to the WT (absolute log2 fold change > 1, adjusted *p* value [*p*adj] < 0.05) (Figures 3D and 3E). 

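Of the 11 genes named in Figures 3D and 3E as higher in null EpiSCs, all were higher. There were 3 calls over all genes tested, and 11 with p adjusted over the list alone, which is not independent evidence since the study chose them on these lines. Besides *Rpl26* and *Ndst3*, *Gm15751* was called, at least 140-fold higher. Of the 21 named as lower, 19 were tested and all 19 were lower, with 5 calls over all genes tested and 18 over the list alone. The calls were *Stat3*, *Meis1*, *Gm9625*, *Gm8730* (log2 fold change -1.20, adjusted p = 0.0132 from edgeR) and *Gm37818*, which was at or under 3 counts in each null line, at least 28.1-fold lower, and lies within *Meis1*. Summed with their near-identical copies, *Gm9625* and *Gm8730* each had a log2 fold change of -0.06. Their sums, with a mean of 100048 counts each, can be set by the other copies, so they do not show reads moving between copies. Genes of migration and growth among the named ones fell short of the call, with log2 fold changes of -1.24 for *Egfr* (adjusted p = 0.221), -1.04 for *Vim* (adjusted p = 0.0683), -1.09 for *T* (adjusted p = 0.438), -1.51 for *Csf1* (adjusted p = 0.290) and -1.42 for *Tgfb2* (adjusted p = 0.121). With DESeq2, the tool of the study, all 5 passed the call, with the largest adjusted p 0.0160 for *Csf1*.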

Among the significantly downregulated genes in *Stat3* null EpiSCs, the Gene Ontology (GO) terms for cell migration and cell growth were substantially enriched (Figure 3F). Consistent with the small transcriptional changes in *Stat3* null EpiSCs compared to the WT, neither pY705 nor pS727 STAT3 was detected in WT EpiSCs (Figures 3G and 3H), implicating a significant adaptation to culture involving the depletion of the pS727 STAT3, which we had detected in abundance in WT postimplantation epiblasts (Figure 1E). This suggests that although the FGF-ERK pathway phosphorylates S727 STAT3 in ESCs in serum/LIF medium,^3^ pS727 is not induced significantly or maintained by FGF in standard, serum-free EpiSC culture. LIF supplementation was not used for the original EpiSC derivation and culture^22,23^; however, pY705 and pS727 could both be induced by administering LIF to WT EpiSCs (Figures 3G and 3H). We conclude that STAT3 signaling is dispensable for the maintenance of primed pluripotent cells *in vitro*, which is most likely attributable to the relatively slow cell doubling times of around 36 h^25^ characteristic of EpiSCs in culture, compared with pre-primitive streak epiblast cells *in vivo*, which were found to double every 4–5 h.^17^

### *Stat3* null ESCs are specifically excluded from the erythroid lineage in mid-gestation chimeric embryos

*Stat3* null ESCs were previously shown to contribute to all embryonic lineages upon injection into the blastocyst^26^; however, single-cell resolution analyses were not performed to address cell-type-specific contributions at the transcriptional level. Importantly, in that study, the *Stat3* null ESCs were derived on an MF1 outbred background, whereas the host blastocysts were inbred C57BL/6; this disparity in genetic backgrounds creates a competitive environment, which, in this combination, favors the donor cells. This is one motivating factor for the traditional choice of C57BL/6 embryos as hosts for the efficient generation of genetically modified mouse lines. Notably, reduced STAT3 signal transduction was reported in ESCs derived from mice of the FVB, C57BL/6, CBA and non-obese diabetic (NOD) genetic backgrounds compared with the most permissive 129 strain following culture in 2i/LIF.^27^ Therefore, to avoid discrepancies between the donor and host genetic background environments, we injected fluorescently labeled CD1 *Stat3* null ESCs into WT host blastocysts from the same breeding stock to eliminate the risk of encountering confounding inter-strain cell competition effects. We performed scChimera-seq^12,13^ to search for specific differences between *Stat3* null and WT cells within the same embryo and, thereby, identified tissues that may be compromised by the absence of STAT3.

We demonstrated the high contribution of *Stat3* null ESC derivatives to E9.5 chimeric embryos (Figure S4), thereby validating our experimental approach before embarking upon scChimeraseq. *Stat3* null ESCs were injected into CD1 blastocysts, transferred to pseudopregnant recipient mice, and dissected at E7.5 (*n* = 16), E8.5 (*n* = 6), and E9.5 (*n* = 2). Embryos exhibiting an around 30%–40% contribution of donor cells (Figure S5) were selected for analysis based upon previous optimization of scChimera-seq (Figure 4A).^12,13^ They were dissociated and immediately sorted by flow cytometry into WT versus tdTomato-positive *Stat3* null cells. Cell type annotation of scRNA-seq was performed via label transfer from the previously developed extended atlas of mouse gastrulation and early organogenesis (Figure 4B).^12,28^ *Stat3* null cells exhibited a normal overall contribution to chimeras at the single-cell transcriptional level until E8.5. One notable feature of intact *Stat3* null embryos, revealed by IF for the visceral endoderm markers CER1 and FOXA2, is the reduced intensity and abnormal distribution of the cells comprising the anterior visceral endoderm (AVE), an important signaling center for instructing the formation of anterior structures by the underlying epiblast (Figure S6). In the context of conventional chimeras, the AVE is derived from the host embryo. Support from the WT extra-embryonic tissues accessible to the *Stat3* null cells within chimeras might explain why these injected cells can apparently keep pace developmentally with those of the host embryo in the majority of tissues. However, *Stat3* null cells appeared to be underrepresented in the erythroid lineage at E9.5 (Figures 4B, 4C, and S7). Pseudo-time analysis was performed on erythroid differentiation trajectories in WT and *Stat3* null cells, confirming a significant reduction in contribution to this lineage by *Stat3* null cells in the transition from E8.5 to E9.5 (Figure 4D). Differential gene expression analysis along the erythroid pseudotime revealed dysregulation of canonical *Stat3* target genes, such as *Cish* and *Pim1*, as well as failure to upregulate *Stat5a* expression (Figures 4E, 4F, and S7A). Since *Acss1* (acetyl-coenzyme A [CoA] synthases) and *Lyrm7* (complex III assembly factor) have been shown to function in mitochondrial energy synthesis,^29,30^ their reduced expression in *Stat3* null erythroid cells may explain their restricted contribution to this normally rapidly proliferating lineage (Figures 4E and 4F).

### Differentiation of *Stat3* null ESCs to primitive erythroid cells is impeded when co-cultured with WT cells

To further investigate the potential of *Stat3* null cells to differentiate into hematopoietic and primitive erythroid lineages, we applied a recently developed *in vitro* differentiation protocol,^31^ which induces yolk-sac-like hematopoietic and endothelial progenitors by supplementing embryoid bodies (EBs) with cytokines (Figure 5A). When cultured separately, the proliferation of *Stat3* null ESCs was equivalent to that of WTs over the differentiation time course until day 8, reflecting the relatively prolonged cell cycle duration at this juncture (Figure 5B). After 5 days of culture, EBs were dissociated and stained for FLK1 and PDGFRA, and the Flk1^hi^/Pdgfra^–^ hematovascular mesoderm population was quantified (Figure 5C). Flow cytometry analysis showed that *Stat3* null ECSs differentiated indistinguishably from WT cells to the hematovascular mesoderm population at day 5. Further differentiation of EBs to hematopoietic progenitors and primitive erythroid lineages was quantified by CD41^+^/c-Kit^+^ and Ter119^+^/CD71^hi^, respectively. *Stat3* null ESCs differentiated to both primitive erythroid and hematopoietic progenitors with equal efficiency compared to WT, suggesting that the development of these lineages by *Stat3* null cells is not inherently impaired (Figures 5D and S8A). This is consistent with our observation that *Stat3* null embryos dissected at E11.5 were not anemic and contained erythroid cells, although they were retarded by 1 day compared with their littermates (Figures 1C and S2). Following our observation of outcompetition of *Stat3* null cells from the erythroid lineage *in vivo* by the WT host embryo, we mixed *Stat3* null ESCs with WTs and performed hematopoietic lineage differentiation on chimeric EBs (Figures 5E and S8B–S8D). The proportions of *Stat3* null to WT cells in mixed EBs maintained initial ratios of 1:1 and 1:4, respectively, but after day 2, *Stat3* null cells became excluded as the EBs embarked upon mesoderm and hematopoietic differentiation (Figure 5F). Despite their reduced contribution to mixed EBs at day 5, *Stat3* null cells were subsequently able to differentiate into the Flk1^hi^/Pdgfra^–^ hematovascular mesoderm but were incapable of forming Ter119^+^/CD71^hi^ primitive erythroid cells (Figures 5G–5I and S9). The failure of *Stat3* null cells to form either of the hematopoietic lineages when competing with surrounding WT cells is consistent with our discovery of the exclusion of *Stat3* null cells from the expanding erythroid lineage in chimeric embryos (Figure 4).

## Discussion

*Stat3* null peri-implantation mouse embryos on the CD1 genetic background exhibited a significant reduction in the number of epiblast cells compared with WT counterparts, whereas the numbers of PrE cells were relatively consistent between both genotypes (Figure 1). This may be explained by the precocious expression of PrE markers, such as *Pdgfra, Sox17*, and *Gata4*, previously observed in *Stat3* null ICMs at the mid-blastocyst stage^10^ that destabilize the lineage-balancing mechanism normally operative within the developing mouse blastocyst.^32^ Previous observations of PrE persistence during diapause when LIF receptor (LIFR) or gp130 is deleted^33^ imply independence of this branch of STAT3 signaling for PrE maintenance, whereas depletion of *Stat3* itself resulted in the loss of the whole ICM.^11^ Somewhat surprisingly, without the interruption of diapause, *Stat3* zygotic null embryos can implant in the uterus and progress through development, presumably by means of the persistent maternally expressed STAT3 already present in the oocyte,^8^ but they appear to lack the regulatory mechanisms that allow compensatory proliferation at the onset of gastrulation that would normally enable size regulation in preparation for organogenesis.^16,17^ The potential consequences of such a defect could be fatal if the number of epiblast cells fails to reach the required threshold, previously shown to be a minimum of 4.^34^ Indeed, this phenomenon may explain the relatively high incidence of empty decidua resulting from het inter-crosses and the sub-Mendelian proportion of *Stat3* null postimplantation embryos recovered (Table S1).

We observed a consistent developmental delay in zygotically deleted *Stat3* mutant postimplantation embryos of approximately 1 day (Figure 1), reminiscent of the reported role for STAT3 signaling in size regulation in later gestation and post-natal growth.^35–37^ However, the original investigation into the role of STAT3 during mouse development exposed a rapid degeneration of *Stat3* null embryos between E6.5 and E7.5, during the period of gastrulation, on the C57BL/6 genetic background.^7^ Since the level of STAT3 signaling differs between mouse strains,^27^ a difference in the strength of signal transduction is most likely the cause of the phenotypic differences observed between CD1 and C57BL/6 genetic backgrounds. *Stat3* null embryos were otherwise apparently normal, suggesting that the transition of epiblasts from naive to primed pluripotency^19^ and subsequent patterning of the fetus can progress independently of STAT3 signaling (Figure 1). Consistent with this, the propagation of EpiSCs derived from postimplantation epiblasts does not require LIF supplementation,^22,23^ but the forced activation of STAT3 or administration of LIF can redirect EpiSCs to an ESC-like state.^38,39^

Our data reveal that STAT3 pY705 protein is negligible in the WT embryo between implantation and organogenesis, whereas persistent phosphorylation during this period was observed for S727 (Figure 2), consistent with a previous report implicating the requirement for pS727 in the exit from pluripotency in the presence of serum *in vitro*.^3^ Since pS727 is considered to be the mitochondrially localized form of STAT3,^4,40^ the reduced growth we observed in *Stat3* null embryos may be a consequence of diminution of mitochondrial function. Bulk RNA-seq also confirmed developmental retardation of approximately 1 day for *Stat3* null epiblasts compared to WT counterparts but following the same trajectory (Figure 1).

*Stat3* null ESCs injected into WT blastocysts contributed to all tissues until mid-gestation, when exclusion from the erythroid lineage was observed (Figure 4). This is the first tissue specified at this stage that requires rapid expansion in order to nurture the growth and survival of the embryo.^41^ In light of the depleted expression of anterior visceral endoderm (AVE) markers CER1 and FOXA2 in the extra-embryonic endoderm exhibited by intact *Stat3* null egg cylinders (Figure S6), we propose that, in the context of a chimera, most *Stat3* null embryonic lineages are at least partially supported by the overlying WT extra-embryonic tissue. Internalization and processing of maternal nutrients are crucial functions of the visceral endoderm, playing an important role in facilitating gastrulation.^42^ The *in vivo* chimera data we present in Figure 4 suggest that *Stat3* null cells may be outcompeted by WTs specifically when required to differentiate in rapidly proliferating lineages. Our *in vitro* EB differentiation study supports this hypothesis: *Stat3* null cells were excluded from the hematovascular mesoderm lineage and further erythroid differentiation when co-cultured with WT cells, whereas *Stat3* null cells were able to differentiate along these lineages normally if cultured alone (Figure 5). STAT3 is known to be required for primitive erythropoiesis via erythropoietin (EPO) in mice and zebrafish.^43–45^ Therefore, *Stat3* null cells may be expected to exhibit defects when differentiated into primitive erythroid cells using EPO. Since *Stat5a* expression was significantly decreased in *Stat3* null cells in chimeric embryos, competition between WT and *Stat3* null cells for EPO signaling would likely exist, and STAT3 might regulate primitive erythropoiesis by fine-tuning the EPO-STAT5 signaling pathway.^43^ The critical aspects of temporal control of embryonic development regulated by the S727 phospho-variant of STAT3 revealed here will inform future studies on erythroid differentiation in the absence of STAT3 and the development of protocols to investigate the interaction of embryonic and extra-embryonic tissues during gastrulation.

Mutations in STAT3 signaling are implicated as the cause of various defects in humans, affecting a range of organs and processes. Non-lethal effects include short stature, autoimmunity, and erythropoiesis defects,^46^ diagnosed at birth and persisting to adulthood.^47–49^ Many are the result of point mutations, often causing gain-of-function effects; the likely consequences of these include disruption to STAT3 function.^35^ We propose that these human post-natal growth defects may begin during early postimplantation development, resulting from the challenges imposed upon the epiblast to undergo rapid proliferation in preparation for gastrulation. Our discovery that mouse embryos lacking STAT3 can exhibit prolonged developmental delay beyond organogenesis supports this hypothesis and provides a novel system with which to dissect mechanisms associated with the regulation of proportional organ expansion and overall size regulation.

## Limitations of the study

(1) We report a generally consistent developmental delay of around 1 day in mouse embryos lacking STAT3 compared to their WT and het littermates, persisting from soon after implantation until E11.5. 

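In a model of stage and genotype fitted to all 35 epiblast libraries, the genotype effect common to the stages was called for 2 genes, both lower in null epiblasts (2211 genes had an unadjusted p under 0.05). *Stat3* had a common log2 fold change of -1.98 (standard error 0.30, adjusted p = 0.00205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other, *Twist2* (chromosome 1, 91801461 to 91848028; adjusted p = 0.0104), was chosen after its values were seen. It had at most 2 counts in each null epiblast and in E5.5 WT, 0.236 ± 0.256 CPM (SD, n = 9) in E6.5 WT and 0.833 ± 1.08 CPM (SD, n = 9) in E7.5 WT, and was at least 11.0-fold lower at E7.5. DESeq2, which moved the common count most, called 99 genes, 71 higher and 28 lower. Without E5.5 null 1, left out after its counts were seen, edgeR called 6, 1 higher and 5 lower. The effect of genotype differed between E7.5 and E6.5 (interaction) for 59 of 24126 genes, 18 higher and 41 lower at E7.5 relative to E6.5, for 1563 with sample quality weights, and for 114 without E5.5 null 1. *Igf2* had an interaction log2 fold change of -6.83 (standard error 1.45, adjusted p = 0.0361). *Dusp6*, *Spry2* and *Spry4*, negative regulators of ERK signaling chosen after their values were seen, had 1.69 (standard error 0.27, adjusted p = 0.00466), 1.68 (adjusted p = 0.0232) and 1.83 (adjusted p = 0.0361). At E6.5 their log2 fold changes in null epiblasts were -0.50, -0.72 and -0.67, and at E7.5 they were 1.20, 0.98 and 1.18.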

Our RNA-seq analysis confirmed the observed developmental retardation at the transcriptional level, but this phenotype made it difficult to pinpoint differences in gene expression attributable specifically to the loss of STAT3. To confound our attempts further, the well-known target genes of STAT3 were identified by the investigation of pSTAT3(Y705) in cell lines, which, we discovered by our IF studies of embryos, is absent from the postimplantation epiblast.
(2) For mouse embryos, even within a litter, there is always some variation in the stages between conceptuses, although never by as much as 1 day. Differences between the developmental paces of males versus females may contribute to intra-litter variability. Furthermore, natural intra- and inter-litter deviation is likely to contribute to variability between samples.
(3) Loss of *Stat3* in developing embryos is not compatible with birth or post-natal development, which may be attributable to late developmental defects or compression from the larger neighboring littermates. As previously shown and noted in the discussion, implanting mouse embryos require at least 4 epiblast cells in order to proceed with development. The non-Mendelian, reduced provision of *Stat3* null embryos often encountered (see Table S1) meant that some of our samples of *Stat3* null embryos were quite small compared with the excess of het/WT embryos.
(4) Stem cell lines derived from embryos provide a useful resource for many studies since they can be expanded indefinitely. However, during the derivation and expansion process, some phenotypic and molecular changes occur, so they may exhibit several distinct properties from their founder tissues. Most importantly, in the context of this study, their speed of cell division generally decreases.

## Resource Availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Jennifer Nichols ().

### Materials availability

WT and STAT3 null ESC and EpiSC lines are available upon request.

## Star ✶ Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Mouse monoclonal anti-Oct3/4 (C-10)	Santa Cruz	Cat#SC-5279; RRID:AB_628051
Goat polyclonal anti-Brachyury	R&D systems	Cat#AF2085; RRID:AB_2200235
Rat monoclonal anti-Nanog	eBioscience	Cat#14-5761-80; RRID:AB_763613
Rat monoclonal anti-OCT3/4	eBioscience	Cat#14-5841-82; RRID: AB_914301
Rat monoclonal anti-SOX2	eBioscience	Cat# 14-9811-82; RRID:AB_11219471
Rabbit anti-phospho-(Tyr705) STAT3	Cell Signaling Technology	Cat#9145; RRID:AB_2491009
Rabbit anti-phospho-(Ser727) STAT3	Cell Signaling Technology	Cat#34911; RRID:AB_2737598
Goat anti-GATA6	R&D systems	Cat#AF1700; RRID:AB_2108901
Goat anti-CER1	R&D systems	Cat#AF1075; RRID:AB_2077228
Rabbit anti-FOXA2	abcam	Cat# ab108422; RRID:AB_11157157
BV786 conjugated anti-Flk1	BD Biosciences	Cat# 740938; RRID: AB_2740568
PE conjugated anti-Pdgfra	eBiosicence	Cat# 12-1401-81; RRID:AB_657615
PE conjugated anti-CD71	eBiosicence	Cat# 12-0711-82; RRID:AB_465740
FITC conjugated anti-Ter119	eBiosicence	Cat# 11-5921-82; RRID:AB_465311
PE-Cy7 conjugated anti-CD41	eBiosicence	Cat# 25-0411-82; RRID:AB_1234970
APC conjugated anti-*c*-Kit	eBiosicence	Cat# 17-1171-82; RRID:AB_469430
Donkey anti-rat IgG Alexa 488	Thermo Fisher Scientific	Cat# A-21208; RRID:AB_2535794
Donkey anti-mouse IgG Alexa 488	Thermo Fisher Scientific	Cat# A-21202; RRID:AB_141607
Donkey anti-rabbit IgG Alexa 555	Thermo Fisher Scientific	Cat# A-31572; RRID:AB_162543
Donkey anti-goat IgG Alexa 64	Thermo Fisher Scientific	Cat# A-21447; RRID:AB_2535864
Donkey anti-mouse IgG Alexa 647	Thermo Fisher Scientific	Cat# A-31571; RRID:AB_162542
Chemicals, peptides, and recombinant proteins		
Recombinant mouse LIF	Qkine	Qk018
Recombinant human activin A	Qkine	Qk001
Recombinant zebrafish Fgf2	Qkine	Qk002
Recombinant human BMP4	Qkine	Qk038
Recombinant human SCF protein	Qkine	Qk078
Recombinant human VEGF 165 protein	Qkine	Qk048
N2 Supplement	In house	N/A
B27 Supplement	Thermo Fisher Scientific	17504044
Neurobasal	Thermo Fisher Scientific	11540566
DMEM/F12	Thermo Fisher Scientific	21103049
Human Plasma Fibronectin	Merck Millipore	FC010
Prcine Gelatin	Sigma Aldrich	G-1890
Accutase	Biolegend	423201
TrypLE Express Enzyme	Thermo Fisher Scientific	12605010
M2 medium	Sigma-Aldrich	M-7167
KSOM medium	Merck Millipore	MR-101-D
PD0325901	abcr	AB 253775
CHIR99021	abcr	AB 253776
Y27632	TOCRIS	1254
JAK inhibitor I	Calbiochem	420099
XAV939	TOCRIS	3748
Lipofectamine2000	Thermo Fisher Scientific	11668027
Opti-MEM	Thermo Fisher Scientific	31985062
Anti-Adherence Rinsing Solution	STEMCELL TECHNOLOGIES	07010
HEPES	Thermo Fisher Scientific	15630056
L-Glutamine	Thermo Fisher Scientific	25030024
β-mercaptoethanol	Thermo Fisher Scientific	31350-010
Hoechst 33342	Thermo Fisher Scientific	62249
IMDM	Thermo Fisher Scientific	12440053
Ham’s F-12 Nutrient Mix	Thermo Fisher Scientific	11765054
Bovine Albumin Fraction V (7.5% solution)	Thermo Fisher Scientific	15260037
1-Thioglycerol	Sigma Aldrich	M6145
L-Ascorbic Acid	Sigma Aldrich	A4403
Critical commercial assays		
Ribo-Zero rRNA Removal Kit	Illumina	MRZH11124
PicoPure RNA Isolation kit	Thermo Fisher Scientific	KIT0214
NEBNext Ultra II DNA Library Prep Kit for Illumina	New England Biolabs	E7645S
SMARTerR Stranded Total RNA-Seq Kit v2 - Pico InputMammalian	Takara Clontech	634412
RNeasy Mini Kit	QIAGEN	74104
Deposited data		
Bulk RNA-seq	This paper	GSE260590
scChimera-seq	This paper	GSE260590
RNA-seq	Betto et al.^10^	GSE133926
Experimental models: Cell lines		
Mouse/CD-1 ESC, screened negative for mycoplasma	Kraunsoe et al.^11^	N/A
Mouse/CD-1 Stat3^−/ −^ESC, negative for mycoplasma	Kraunsoe et al.^11^	N/A
Mouse/CD-1 EpiSC, negative for mycoplasma, authenticated via marker IF	This paper	N/A
Mouse/CD-1 Stat3^−/ −^EpiSC, negative for mycoplasma, authenticated via marker IF	This paper	N/A
Experimental models: Organisms/strains		
Mouse CD-1 adult males and females	WT-Gurdon Institute, University of Cambridge	N/A
Mouse/Stat3^−/ −^ adult males and females, maintained under UK Home Office License P76777883, intercrossed by natural mating to generate embryos	Takeda et al.^7^	N/A
Pregnant females were culled by cervical dislocation by a trained personal license holder and embryos dissected at E4.5 to E11.5. Sex ND.	Dissected from uteri at required stage after appearance of copulation plug	N/A
Oligonucleotides		
Genotyping primers	See Table S3	N/A
Recombinant DNA		
pPBCAG-H2B-tdTomato-IP	This paper	N/A
pPBCAG-TagBFP-IP	This paper	N/A
Software and algorithms		
HISAT2(v2.2.1)	Johns Hopkins University, Center for Computational Biology	https://daehwankimlab.github.io/hisat2/howto/
StringTie (v2.1.4)	Johns Hopkins University, Center for Computational Biology	https://ccb.jhu.edu/software/stringtie/
ComplexHeatmap (version 2.1.0)	N/A	https://doi.org/10.18129/B9.bioc.ComplexHeatmap
biomaRt (version2.50.3)	N/A	https://doi.org/10.18129/B9.bioc.biomaRt
DESeq2 (v1.30.1)	Love et al.^50^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
CellRanger (v6.0.1)	10x Genomics Inc.	N/A
R (v4.2.2)	N/A	https://www.R-project.org/
scran (1.26)	Bioconductor	https://bioconductor.org/packages/release/bioc/html/scran.html
scuttle (1.8)	Bioconductor	https://bioconductor.org/packages/release/bioc/html/scuttle.html
scds (v1.14)	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/scds.html
batchelor (v1.14)	Bioconductor	https://bioconductor.org/packages/release/bioc/html/batchelor.html
BiocNeighbors (v1.8.2)	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/BiocNeighbors.html
irlba (v2.3.5.1)	Cran	https://cran.r-project.org/web/packages/irlba/index.html
miloR (1.6)	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/miloR.html
edgeR (v3.40)	Bioconductor	https://bioconductor.org/packages/release/bioc/html/edgeR.html
destiny (3.12)	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/destiny.html
slingshot (v2.6)	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/slingshot.html
tradeSeq (v1.12)	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/tradeSeq.html
Metascape	Zhou et al.^51^	https://metascape.org/gp/index.html#/main/step1
Fiji (2.16.0)	Fiji community, ImageJ	https://fiji.sc/
CellProfiler (4.2.1)	Broad Institute	https://cellprofiler.org/
FlowJo (10.10.0)	BD Biosciences	https://www.flowjo.com/
Code		https://github.com/BartTheeuwes/Stat3_code
Other		
Accession code	Gene Expression Omnibus data	GSE260590

### Experimental Model and Study Participant Details

#### Mice, husbandry and embryos

Experiments were performed in accordance with EU guidelines for the care and use of laboratory animals and under the authority of appropriate UK governmental legislation. Use of animals in this project was approved by the Animal Welfare and Ethical Review Body for the University of Cambridge, covered by relevant Home Office licences. Mice were maintained on a lighting regime of 12:12 h light:dark with food and water supplied *ad libitum*. STAT3 mice heterozygous for replacement of exons 20–22 with Neomycin resistance^7^ were backcrossed extensively to CD1 mice. Embryos were generated from *Stat3*^+/−^ *inter se* natural mating. Detection of a copulation plug in the morning after mating indicated embryonic day (E) 0.5. Embryos were isolated in M2 medium (Sigma).

#### Genotyping

Mice were genotyped by PCR using ear biopsies collected within 4 weeks of birth and genomic DNA was extracted using Extract-N-Amp tissue prep kit (Sigma-Aldrich). Embryos were genotyped using either immune-reactivity to antibody raised against STAT3 pY705 or pS727 in the case of those imaged for confocal analysis, or PCR analysis of trophectoderm lysate for ESC derivation or surplus extraembryonic tissue for postimplantation embryos. Amplification was carried out on around 5 μL of lysate for 35 cycles (following 95°C hot start for 10 min) of 94°C, 15 s; 60°C, 12 s; 72°C, 60 s, with a final extension at 72°C for 10 min. Reaction products were resolved by agarose gel electrophoresis. Primers used for genotyping PCR are listed in Table S3.

### Method Details

#### Histology

Post-gastrulation embryos were fixed in 4% PFA overnight, and serially dehydrated in increasing concentrations of ethanol, rinsed twice in 100% ethanol and embedded in paraffin. Microtome sections of 8 μm thickness were examined histologically via haematoxylin and eosin (H&E) staining.

#### Cell cultures

Cell lines are listed in the key resources table. Cell lines were cultured without antibiotics in humidified incubators at 37°C in 7% CO_2_. Reduced oxygen (5%) was used for mouse EpiSCs. Cell lines tested negative for mycoplasma by periodic PCR screening.

#### Derivation and culture of ESC and EpiSC

Morulae were collected from het females 2.5 days after mating by het males and used for ESC derivation as described previously^52^ by culture to the blastocyst stage in KSOM supplemented with 2i, consisting of 1 μM PD0325901 and 3 μM CHIR99021, transfer of ICMs isolated by immunosurgery^53^ to 4-well plates containing 2i in N2B27 medium, one per well. WT and *Stat3* null ESCs were expanded and maintained in N2B27 supplemented with 2i or 2i/LIF on gelatin-coated plates at 37°C in 7% CO_2_ and passaged by enzymatic disaggregation every 2–3 days. To examine phosphorylation of STAT3 in ESCs, WT cells were cultured in N2B27 with 2i/LIF for 24 h then N2B27 supplemented with DMSO, 1 μM PD0325901, or 0.5 μM JAK inhibitor I (JAKi, Calbiochem) for 2 h. For EpiSC derivation, epiblasts were manually isolated from E6.5 or E7.5 embryos obtained from *Stat3* het inter-cross by removal of extraembryonic ectoderm and visceral endoderm by means of flame-pulled Pasteur pipettes of appropriate diameter. Genotyping was performed using genomic DNA extracted from extraembryonic tissue as described above. Isolated epiblasts were plated on fibronectin-coated plates in N2B27 medium supplemented with AFX, consisting of 12 ng/mL FGF2, 20 ng/mL Activin A and 2 μM XAV929. EpiSCs were maintained in N2B27 supplemented with AFX in fibronectin coated-plates at 37°C in 5% O_2_ and passaged every 3–4 days. To examine phosphorylation of STAT3 in EpiSCs, WT and *Stat3* null EpiSCs were cultured with 10 ng/mL LIF in N2B27 +AFX medium for 1 h.

#### Transfection

To generate stable tdTomato and TagBFP-expressing *Stat3* null ESC lines, cells were plated in 24-well plates the day before transfection. 2 μg of plasmid DNA and 2 μL of Lipofectamine2000 (Thermo Fischer Scientific #11668019) were incubated in 25 μL Opti-MEM (gibco) for 5 min, mixed and incubated for 20 min at room temperature. The mixture was added to cells and cultured for 3 h, then exchanged for fresh medium. After 24 h, cells were passaged to gelatin-coated 6-well plates and puromycin (1 μg/mL) selection performed. Expanded colonies were picked manually and cell lines uniformly expressing tdTomato and TagBFP selected by flow cytometry.

#### Blood progenitor differentiation

WT and *Stat3* null ESCs were differentiated into mesoderm and blood progenitors as previously described,^31^ with modifications to the protocol as follows: at day 0, the cells were plated at 5x10^5^ cell to 60 mm dish in serum-free differentiation (SF-D) medium,^54^ and allowed to aggregate as embryoid bodies (EBs). After 48h, EBs were collected and dissociated into single cells by TrypLE Express Enzyme (Gibco). Single cells were plated at 1x10^5^ cell/well in 12-well plate in SF-D media containing recombinant human bone morphogenetic protein 4 (rhBMP4, 10 ng/mL, Qkine), Activin A (5 ng/mL, Qkine), and recombinant human vascular endothelial growth factor (rhVEGF, 5 ng/mL, Qkine). At day 5, EBs were washed and split 1:2 in SF-D media containing rhVEGF (5 ng/mL, Qkine) and stem cell factor (SCF, 50 ng/mL, Qkine). From day 5, EBs were cultured in 12-well plate coated with anti-adherence rinsing solution (STEM CELL TECHNOLOGIES).

#### Flow cytometry

EBs were collected and dissociated into single cells in TrypLE Express Enzyme (Gibco). Cells were washed three times in FACS buffer (2% FCS in PBS), stained with antibodies diluted in FACS buffer for 30 min on ice. Samples were analyzed using BD LSR Fortessa or CytoFLEX S (Beckman Coulter). Flow cytometry data was analyzed using FlowJo software (BD Biosciences). Antibodies used for flow cytometry analysis are listed in the Key resources table.

#### Immunofluorescence

Embryos were fixed in 4% paraformaldehyde (PFA) for 30 min at room temperature (RT), followed by washing in 0.5% polyvinylpyrrolidone in PBS. Embryos were permeabilized in 0.5% Triton X-100 in PBS for 15 min and blocked with 2% donkey serum, 2.5% BSA, and 0.1% Tween 20 in PBS for 1 h at RT. For phosphorylated-STAT3 staining, permeabilization was performed in absolute methanol for 10 min at −20°C. Primary antibodies were diluted in blocking solution and incubated overnight at 4°C. After washing in 0.1% Tween 20 in PBS, embryos were incubated with Alexa Fluor-conjugated secondary antibodies (Thermo) for 1–3 h at RT. Nuclear staining was carried with Hoechst33342 (Thermo). Primary and secondary antibodies used are listed in the Key resources table.

For IF of ESCs and EpiSCs, cells were cultured on fibronectin coated ibidi-treated 8-well chamber slides (ibidi). Cells were fixed in 4% PFA for 15 min at RT, followed by washing in PBS. Cells were permeabilized in absolute methanol for 10 min at −20°C, then washed in PBS. Blocking reaction was carried out with 2% donkey serum, 2.5% BSA, and 0.1% Tween 20 in PBS for 1 h at RT. Primary antibodies were diluted in blocking solution and incubated overnight at 4°C. After washing in 0.1% Tween 20 in PBS, cells were incubated with Alexa Fluor-conjugated secondary antibodies (Thermo) for 1 h at RT. Nuclear staining was carried with Hoechst33342 (Thermo).

#### Library preparation for bulk RNA-sequencing

For low-input RNA-sequencing, embryos from E5.5 to E7.5 were dissected from *Stat3* heterozygous inter-crosses, and extraembryonic ectoderm and visceral endoderm removed manually using a flame-pulled Pasteur pipette of appropriate diameter. Extraembryonic ectoderm was used for genotyping. RNA was isolated from single epiblasts with Picopure RNA-isolation kit (Thermo). For library construction, SMARTerR Stranded Total RNA-seq kit v2-Pico InputMammalian (Takara Clontech) was used. For bulk RNA-sequencing for EpiSCs, total RNA was isolated using RNeasy Mini Kit (QIAGEN). Ribo-Zero rRNA Removal kit (Illumina) was used for rRNA removal and NEBNext Ultra II DNA Library Prep Kit for Illumina was used for the library construction.

#### Blastocyst injection of *Stat3* null ESCs

tdTomato-expressing Stat3 null ESCs were dissociated with Accutase and resuspended in 20 mM HEPES containing N2B27 medium. Around 10 cells were injected into each E3.5 CD1 blastocyst, incubated in N2B27 at 37°C in 7% CO_2_ for ~1 h to allow re-expansion, then transferred to pseudo pregnant female mice generated by mating to vasectomised males 2.5 days previously. Dissected embryos were imaged using a Leica stereo microscope. For sectioning, embryos were fixed in 4% PFA for overnight, which was replaced with 20% sucrose/PBS and incubated overnight at 4°C then embedded in OCT compound and sectioned at 8 μm thickness. Sections were imaged using Zeiss apotome microscope.

#### Chimera-seq analysis

Sample preparation for Chimera-seq was performed as previously reported.^12^ Briefly, chimeric embryos were collected at E7.5 (16 embryos), E8.5 (6 embryos), and E9.5 (2 embryos). Embryos were dissociated into single cells by TrypLE Express Enzyme, then tdTomato^+^(*Stat3* null) and tdTomato^–^(WT) cells were sorted using a BD Influx sorter for subsequent 10x scRNA-seq library preparation and sequencing on an Illumina HiSeq 4000 platform.

#### scRNA-seq pre-processing

Raw sequencing files were mapped to the mm10 reference genome and counted with the GRCm38.p5 annotation including the Tomato-Td gene using CellRanger count with chemistry = SC3Pv3. All downstream processing and analysis were performed in R. High quality cells were retained using the following thresholds: log10(number of reads) > 4 & < 5, number of genes > 2e3 & < 1e4, percentage mitochondrial RNA <5%, percentage ribosomal RNA <30%. Count normalization was performed by first calculating size factors using the computeSumFactors function from scran,^55^ where cells were pre-clustered using scran’s quickCluster with method = igraph, minimum and maximum sizes of 100 and 3000 cells per cluster, respectively, followed by logNormCounts from scuttle.^56^ Doublet calling was performed with the scds^57^ package using the hybrid approach and doublet score >1 as threshold. Accidental sorting of Stat3 KO cells into the WT samples was corrected by annotating whether a cell from a WT sample contained any read mapping to the Tomato-Td gene, and those cells were excluded from downstream differential abundance and differential expression testing.

#### Label transfer from extended transcriptional atlas of mouse gastrulation and early organogenesis

Label transfer was performed for cell-type assignment by mapping to the E7.5 – E9.5 stages of the extended gastrulation atlas.^28^ First, the reference atlas was subset to a maximum of 15k cells per embryonic stage and all cells for the ‘mixed-gastrulation’ stage. Mapping was then performed for every sample separately using the batchelor package,^58^ each sample is referred to as the ‘query’. Joint normalisation was performed by first running MultiBatchNorm for the reference atlas with samples as batch, followed by co-sineNorm over the logcounts of both the reference atlas and the query. For downstream analysis, non-informative and noisy genes were removed, these include the genes which names start with Rik, Mt, Rps, Rpl, or Gm, end with Rik, hemoglobin genes, imprinted genes, Xist and Tsix, Tomato-Td, and Y chromosome genes. This was followed by selecting the top 2,500 highly variable genes in the reference atlas using modelGeneVar (Scran) with samples as block, which are used for downstream analysis. Dimensionality reduction was performed using MultiBatchPCA for the concatenated query and reference atlas objects, with the ‘atlas’ and ‘query’ as batch, and d = 40. Batch correction was performed in multiple rounds using ReducedMNN, where first the atlas was corrected within each embryonic stage with samples ordered from largest to smallest, followed by atlas correction between embryonic stages with embryonic stages ordered from latest to earliest. This was followed by batch correction between the reference atlas and the query. Nearest neighbors (NN) of every query cell in the reference atlas were identified using queryKNN from the BiocNeighbors package with k = 25. Cell type label transfer was then performed by taking the mode of the cell types of the NN, ties were broken by taking the cell-type of the reference atlas cell closest to the query.

#### Dimensionality reduction

Dimensionality reduction was performed by first detecting the top variable genes in the same way as described in the ‘label transfer from extended transcriptional atlas of mouse gastrulation and early organogenesis‘ section. Next, the number of genes and reads were regressed out as covariates in the log-normalised count matrix. Next, PCs were calculated using the prcomp_irlba function from the irlba package, with *n* = 40. Batch correction was performed as described for the reference atlas above, correcting both within and between embryonic stages. Uniform Manifold Approximation and Projection (UMAP) was performed using Scater’s run-UMAP function on batch-corrected PCs, with n_neighbors = 30 and min_dist = 0.3.

### Quantification and Statistical Analysis

#### Imaging and image analysis for ESCs and EpiSCs

Images of ESCs and EpiSCs were acquired with LSM980 (Zeiss) confocal microscope and processed with ImageJ. Segmentation of nucleus and quantification of pSTAT3 levels were performed using CellProfiler 4.2.1.^59^ Mean intensity value of pSTAT3 in each nuclear section was normalized by mean intensity of Hoechst channel. Statistical analyses were performed using the nonparametric Mann–Whitney *U*-test on R environment.

#### Bulk RNA-seq analysis

Reads were aligned to the mouse (GRCm38/mm10) reference genome using HISAT2(v2.2.1). StringTie (v2.1.4) was used for gene counts. R environment and Bioconductor were used for all RNA-seq analysis. Normalization and differential expression analysis were carried out with DESeq2 package (v1.30.1). Transcripts with absolute log2 fold change >1 and the *p*-value adjusted (padj) < 0.05 considered as differentially expressed gene. Regularized log transform (rlog) normalized values were used for principal component analysis (PCA) and heatmap. GO-term enrichment analysis was performed with Metascape.^51^ WT and *Stat3* null ESC bulk RNA-seq data was obtained from.^10^

#### Chimera-seq - Differential abundance testing

Differential abundance testing was performed for each embryonic stage separately using the MiloR package.^60^ First, embryonic stage specific dimensionality reduction and batch correction was performed as described above, except for the between embryonic stage batch correction step. Next, Milo was performed on embryonic stage specific batch corrected PCs by first running buildGraph with k = 30 followed by makeNhoods with k = 30 and prop = 0.05. Cells per neighborhood were counted using countCells and differential abundance testing was performed using testNhoods with design = ~ embryo pool + genotype, where each embryo pool contains one sample for both the Stat3 KO and the WT condition that were collected as chimeric embryos and separated by the presence or absence of tdTomato expression by fluorescence-activated cell sorting.

#### Chimera-seq - Cell type differential gene expression testing

Differential gene expression testing was performed on the subset of genes after filtering out non-informative and noisy genes as described in the ‘label transfer from extended transcriptional atlas of mouse gastrulation and early organogenesis‘ section. Next, cells were pseudobulked by their label transferred cell type, original sample, and genotype, where only those conditions with more than 15 cells were retained. Differential genes were then detected using Scran’s pseudoBulkDGE function, with label = the label transferred cell types, the design the same as for the testNhoods function in ‘Differential abundance testing’, and the genotype as the condition. The significance thresholds were set at FDR<0.05 and log2 fold change >1.

#### Chimera-seq - Erythroid trajectory

Cells labeled as ‘Hematoendothelial progenitors’, ‘Blood progenitors’, or ‘erythroid differentiation trajectory’ were used for inference of the erythroid trajectory. Gene filtering and top 1,000 highly variable gene selection was performed as described in the ‘label transfer from extended transcriptional atlas of mouse gastrulation and early organogenesis‘ section. PCs were calculated using Scater’s runPCA with ncomponents = 5 and PCs were used to generate the diffusionmap using the DiffusionMap function from the destiny package.^61^ Pseudotime was estimated using slingshot^62^ with PCs as input. For differential expression testing along pseudotime, only cells with a pseudotime value below 50 were used to have comparable densities for both genotypes. Genes were filtered as described above, with the additional filter of genes having to be detected in at least 10% of cells in either of the genotypes. Differential expression testing was performed using the TradeSeq package.^63^ First, a negative binomial generalized additive model was fitted for every gene using fitGAM with condition = ‘genotype’, U = ‘embryo pool’, pseudotime = ‘slingshot pseudotime’, nknots = 6, and cellWeights set to ‘1’ for every cell as all cells belong to the same trajectory. Next, differential genes were detected using conditionTest with l2fc = 1. Multiple-comparison correction was done using p.adjust with method = ‘fdr’ and genes with corrected *p*-values of <0.05 were labeled as significant.

### Additional Resources

None.

## Supplementary Material

**Supplemental Information**

Supplemental information can be found online at https://doi.org/10.1016/j.celrep.2025.115506.

Supplementary Material

## Figures and Tables

**Figure 1:**
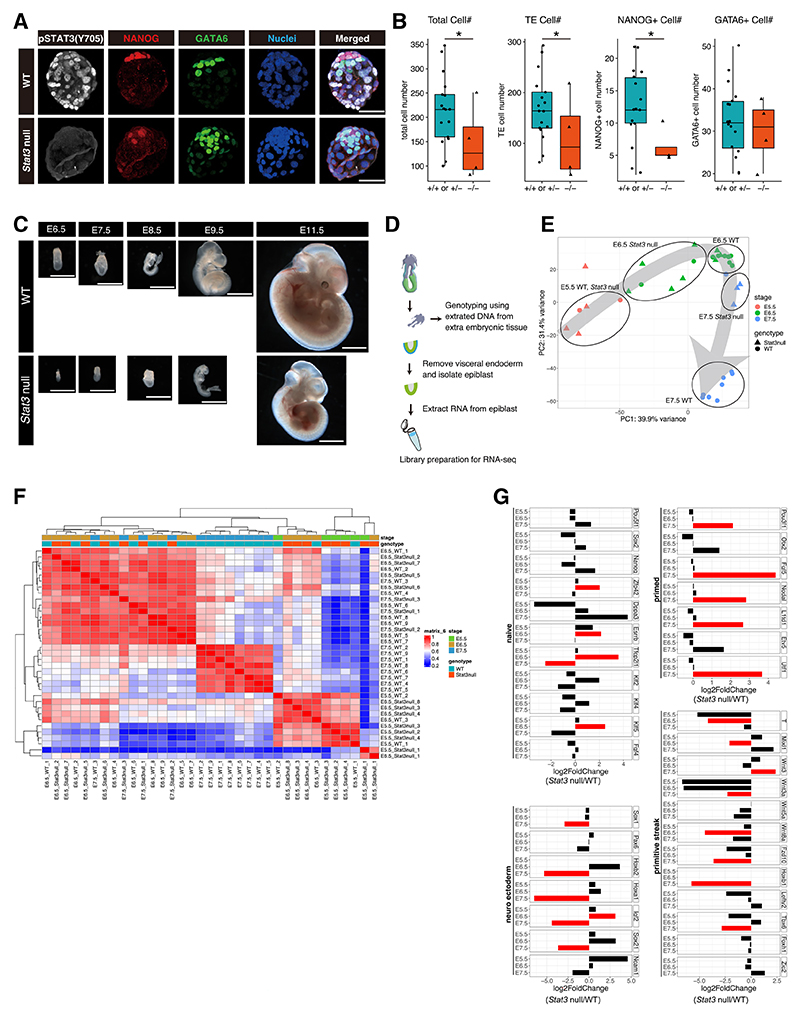
Developmental retardation of *Stat3* null embryos (A) Maximum projection images of immunofluorescence for pSTAT3(Y705) (white), NANOG (red), and GATA6 (green) in E4.5 WT and *Stat3* null embryos. Scale bar: 50 μm. (B) Quantification of cell numbers per embryo from left to right, where each dot represents an embryo: total cells, DAPI+ double negative for NANOG and GATA6 (TE) cells, NANOG+ (epi) cells, and GATA6+ (PrE) cells. Number of WT or het embryos used = 17; number of *Stat3* null = 4; *p < 0.01. (C) Morphology of WT and *Stat3* null embryos dissected at stages from E6.5 to E11.5 by bright-field microscopy. Scale bar: 1 mm. (D) Schematic for dissection of epiblasts isolated from postimplantation embryos and preparation for bulk RNA sequencing. (E) PCA plot of WT and *Stat3* null epiblast cells from E5.5 to E7.5. (F) Heatmap comparison and unsupervised hierarchical clustering of WT and *Stat3* null epiblast cells from E5.5 to E7.5. (G) Log2 fold change comparison (*Stat3* null/WT) for naive, primed, neuroectoderm, and primitive streak genes. Red bar indicates significant differences (adjusted *p* < 0.05).

**Figure 2:**
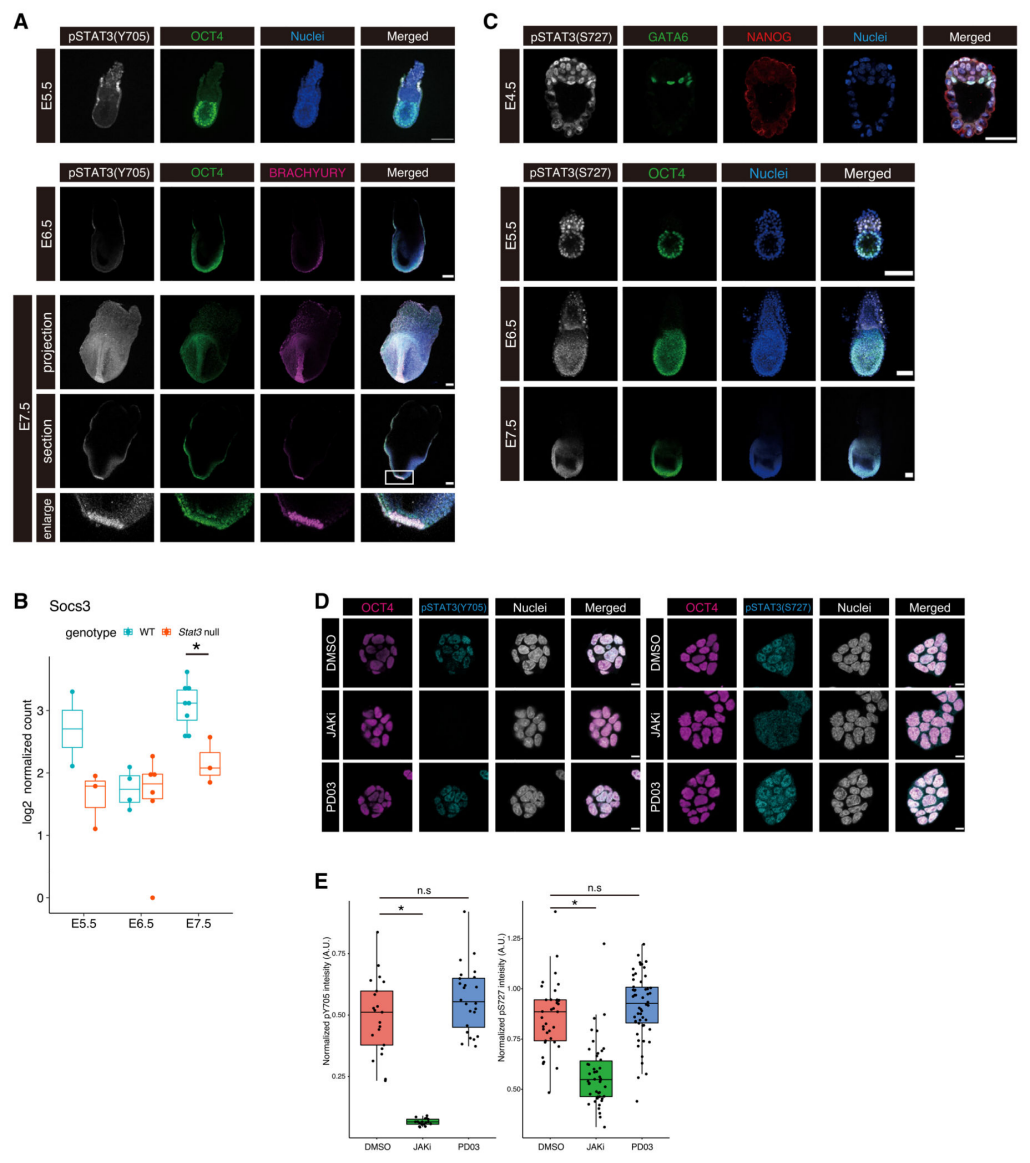
The predominant active form of STAT3 transitions from pY705 to pS727 in WT embryonic lineages during implantation (A) Immunofluorescence of WT embryos for pSTAT3(Y705) and OCT4 at E5.5 and pSTAT3(Y705), OCT4, and BRACHYURY in E6.5 and E7.5 embryos. Scale bar: 100 μm. (B) Log2-normalized expression levels of *Socs3* in WT and *Stat3* null epiblast cells from E5.5 to E7.5. *p < 0.01. (C) Immunofluorescence for pSTAT3(S727), GATA6, and NANOG in E4.5 embryos and pSTAT3(S727) and OCT4 in E5.5, E6.5, and E7.5 embryos. Scale bars: 25 μm for E4.5 and 100 μm for E5.5, E6.5, and E7.5 embryos. (D) Immunofluorescence for pY705 and pS727 STAT3 in mouse ESCs. ESCs were cultured in N2B27 + 2i/L for 24 h and then medium exchanged to N2B27 with DMSO, JAK inhibitor, or PD03 (MEK/ERK inhibitor) and cultured for 2 h. Scale bar: 10 μm. (E) Quantification of pY705 and pS727 STAT3 intensity from immunofluorescence of ESCs as shown in (D). *p < 0.01. n.s, not significant. A.U., arbitrary unit.

**Figure 3:**
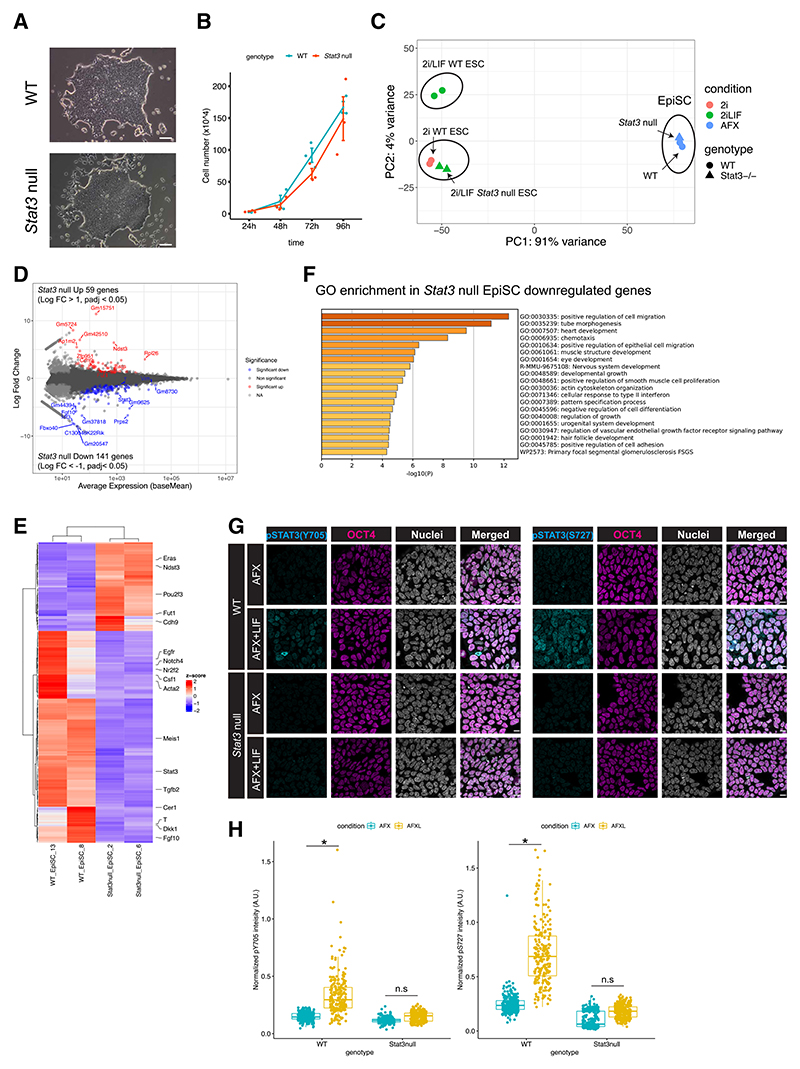
Derivation and analysis of *Stat3* WT and null EpiSCs (A) Representative bright-field images of WT and *Stat3* null EpiSCs derived from epiblasts of E6.5 and E7.5 embryos (Table S2). Scale bar: 100 μm. (B) Proliferation of WT and *Stat3* null EpiSCs. Data are means ± SEM. (C) PCA plot of WT and *Stat3* null ESCs obtained from data in Betto et al.^10^ and EpiSCs from bulk RNA-seq. (D) MA plot of differentially expressed genes (absolute log2 fold change > 1, false discovery rate [FDR] < 0.05) in *Stat3* null EpiSCs related to WT. (E) Heatmap for differentially expressed genes in *Stat3* null EpiSCs compared to WT. (F) Gene Ontology (GO) enrichment analysis for the downregulated genes in *Stat3* null EpiSCs identified in (D). Metascape (https://metascape.org/gp/index.html#/main/step1) was used for the GO analysis. (G) Immunofluorescence for pSTAT3(Y705 and S727) and OCT4 in WT EpiSCs cultured in N2B27+AFX (Activin, FGF2, and XAV) with or without LIF. Scale bar: 10 μm. (H) Quantification of pSTAT3 intensity from immunofluorescence in (G). *p < 0.01. n.s, not significant. A.U., arbitrary unit.

**Figure 4:**
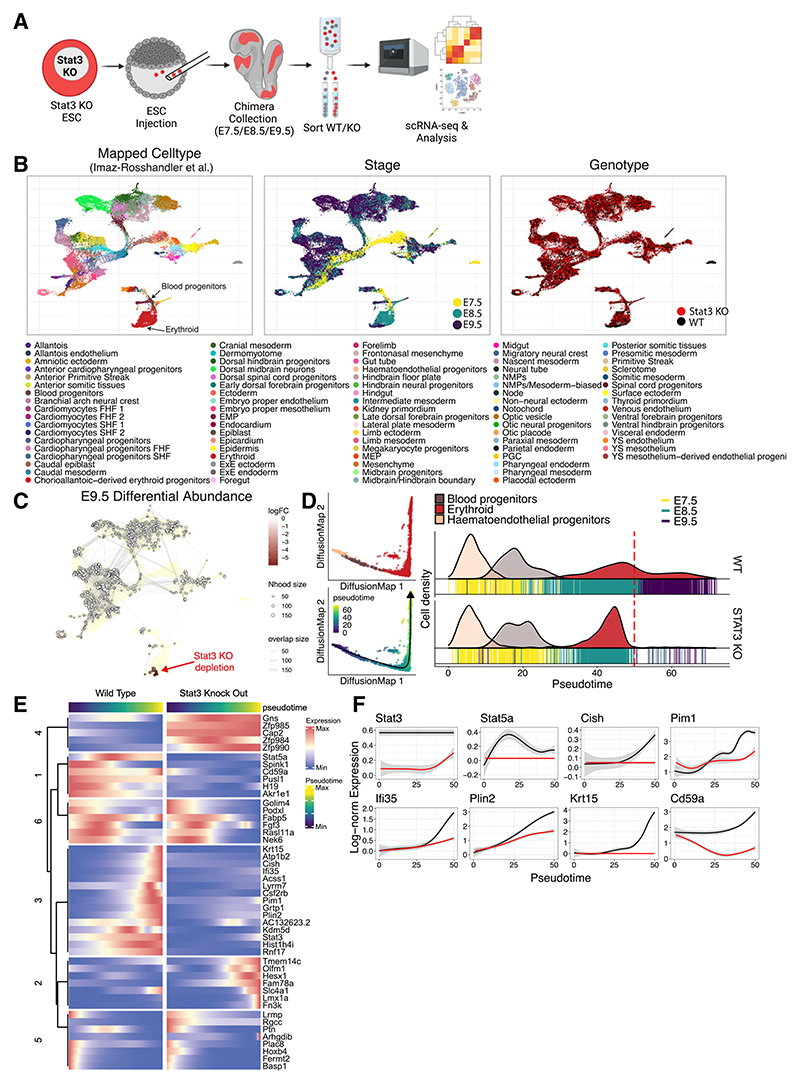
Stat3 null cells are depleted during erythroid lineage differentiation *in vivo* (A) Experimental design for generation of *Stat3* null/WT Chimera-seq experiments. Schematics were created with BioRender.com. (B) Uniform manifold approximation and projection (UMAP) representing transcriptional landscape of single cells from Chimera-seq experiment colored by label-transferred cell type (left), embryonic stage (middle), and genotype (right). (C) Differential abundance between equivalent *Stat3* knockout (KO) and WT cells of E9.5 chimeras. Negative log fold change (logFC) indicates a loss of *Stat3* KO cells in a specific cellular neighborhood. (D) DiffusionMap of hematoendothelial progenitor to erythroid differentiation (left) colored by label-transferred cell type (top) and pseudotime (bottom). Cell density along pseudotime for WT and *Stat3* KO (right). Red dotted line indicates pseudotime cutoff used for downstream analysis. (E) TradeSeq-inferred differential genes between WT and *Stat3* KO along hematoendothelial progenitor to erythroid differentiation. (F) Log-normalized expression of a subset of genes along pseudotime for *Stat3* KO (red) and WT (black).

**Figure 5:**
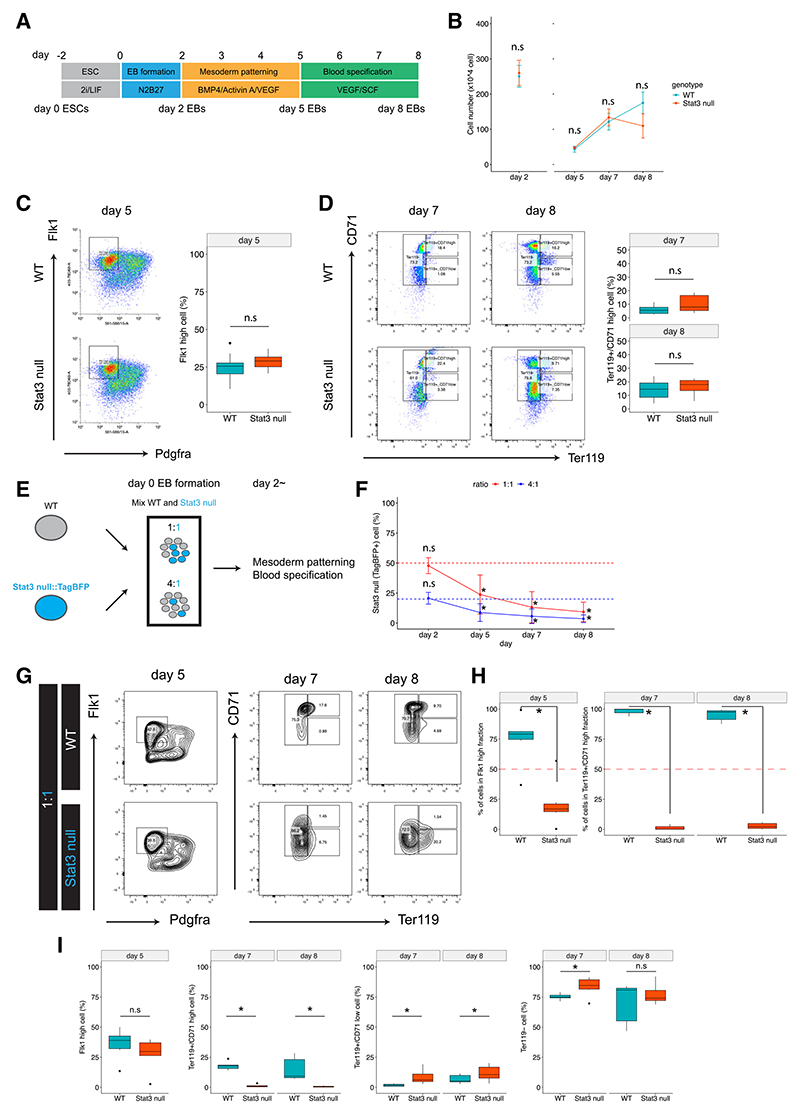
*Stat3* null cells can differentiate into hematovascular mesoderm and blood progenitors *in vitro* but become outcompeted during maturation when mixed with WT cells (A) Schematic for hematovascular mesoderm and erythroid differentiation protocol from mouse ESCs. (B) Cell number in embryoid bodies (EBs) differentiated from WT and *Stat3* null ESCs. EBs were dissociated at day 2 and then reaggregated and cultured for further differentiation without dissociation. n.s, not significant. Data are means ± SEM. (C) Representative flow cytometry analysis of Flk1/Pdgfra expression in day 5 WT and *Stat3* null EBs. Hematovascular mesoderm (Flk1^hi^/Pdgfra^–^) cells are gated in the plot. *n* = 3 (WT) and *n* = 3 (*Stat3* null), two independent differentiations. n.s, not significant. (D) Representative flow cytometry analysis of Ter119/CD71 expression in day 7 and 8 WT and *Stat3* null EBs. Primitive erythroid cells (Ter119^+^/CD71^hi^) are gated in the plot. *n* = 8 (WT) and *n* =8 (*Stat3* null) independent differentiations. n.s, not significant. (E) Schematics for chimeric EB differentiation. WT and TagBFP expressing *Stat3* null ESCs were mixed at 1:1 or 4:1 to make EBs. (F) Percentages of *Stat3* null cells in 1:1 and 4:1 chimeric EBs over the differentiation. Three WT lines and one TagBFP-expressing *Stat3* null ESC line were used, and two independent differentiation experiments were performed and analyzed. *p < 0.05. n.s, not significant. Data are means ± SEM. (G) Representative flow cytometry analysis of Flk1/Pdgfra expression in day 5 and Ter119/CD71 expression in day 7 and day 8 WT and *Stat3* null cells from chimeric EBs, mixing WT and *Stat3* null ESCs at 1:1. (H) Percentages of WT and *Stat3* null cells in the Flk1^hi^ fraction at day 5 and in the Ter119^+^/CD71^hi^ fraction at days 7 and 8. *p < 0.01. (I) Percentages of Flk1^hi^ cells at day 5 and Ter119^+^/CD71^hi^, Ter119^+^/CD71^low^, and Ter119^–^ cells at days 7 and 8 in WT and *Stat3* null cells in chimeric EBs, gated in (G). n.s, not significant. *p < 0.05.

## Data Availability

Bulk RNA-seq and scChimera-seq data have been deposited in the Gene Expression Omnibus (GEO) with the accession codes GEO: GSE260590 and are publicly available as of the date of publication. The code used to perform these analyses is available at https://github.com/BartTheeuwes/Stat3_code. Any additional information required to reanalyze the data reported in this work paper is available from the lead contact upon request.

# Supplementary material for: STAT3 signaling enhances tissue expansion during postimplantation mouse development
**Source:** Cell Rep. Author manuscript; Available in PMC 2025 Dec 7.
**Supplement:** Supplementary Material

**Cell Reports, Volume 44**

**Supplemental information**

**STAT3 signaling enhances tissue expansion  
during postimplantation mouse development**

**Takuya Azami, Bart Theeuwes, Mai-Linh Nu Ton, William Mansfield, Luke Harland, Masaki Kinoshita, Berthold Gottgens, and Jennifer Nichols**

# Supplementary Figure 1

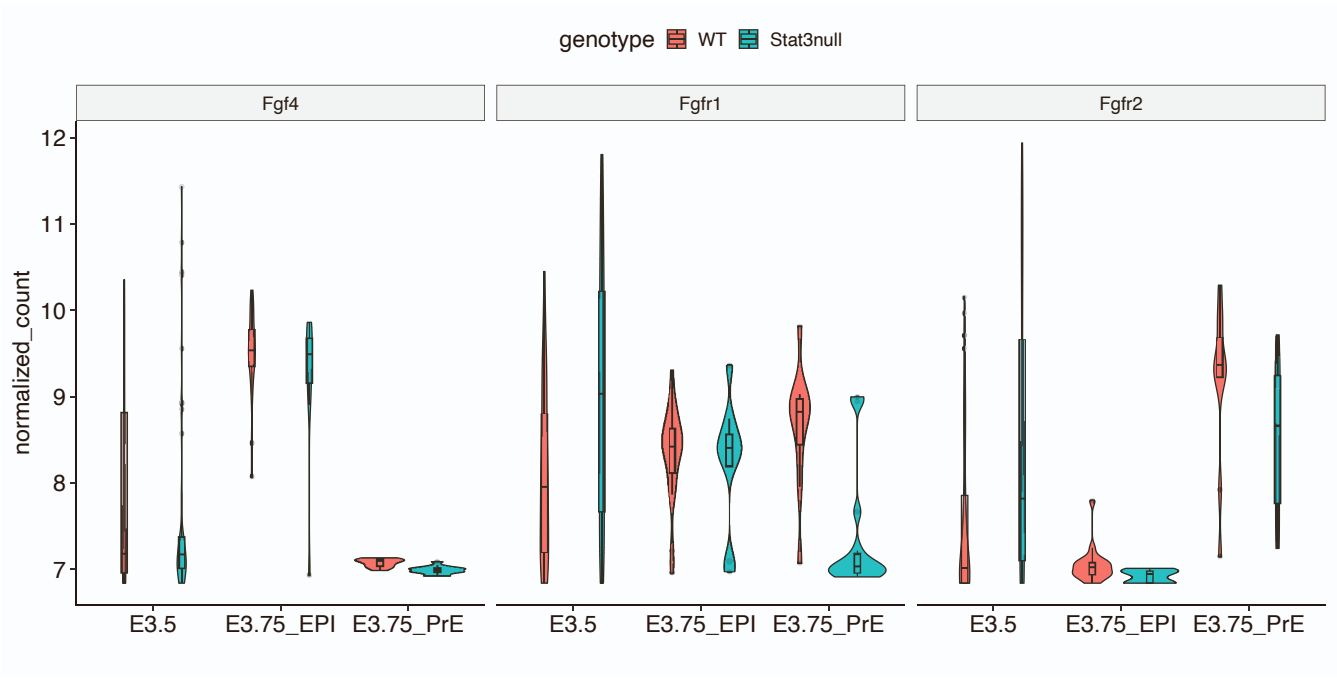

**Supplementary Figure 1. Expression of Fgf signaling related genes in WT and *Stat3* null pre-implantation embryos.**

Normalized expression levels of *Fgf4*, *Fgfr1*, and *Fgfr2* in WT and *Stat3* null E3.5 ICM and E3.75 epiblast (EPI) cells and primitive endoderm (PrE) cells from scRNA-seq analysis data (Betto et al., *Nat Genet*, 2021).

Supplementary Figure 2

WT  
E10.5

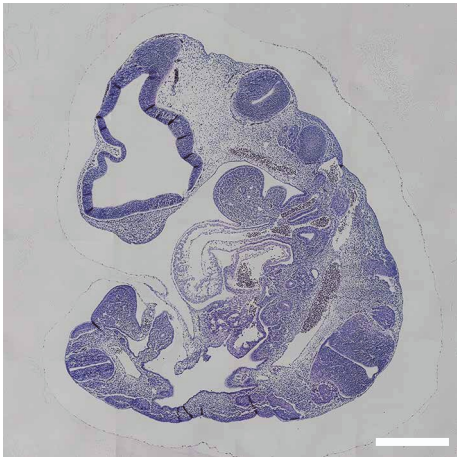

*Stat3* null  
E11.5

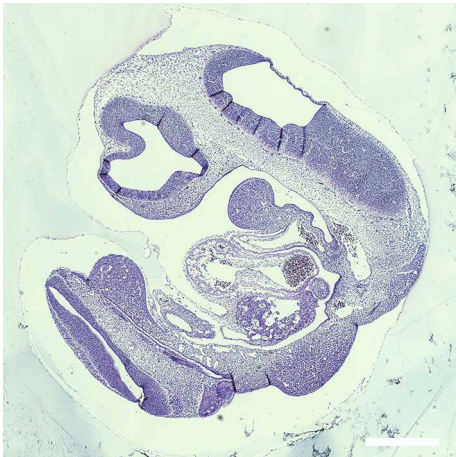

WT  
E11.5

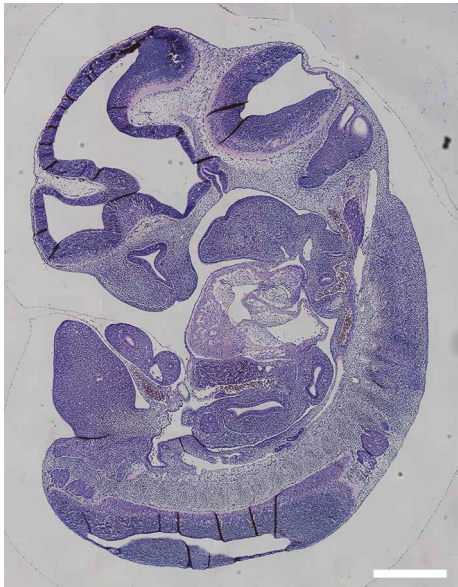

**Supplementary Figure 2. Histological sections for WT and *Stat3* null embryos.**

Hematoxylin and eosin staining for E10.5/11.5 WT and E11.5 *Stat3* null embryos. Scale

bar = 500  $\mu$ m.

# Supplementary Figure 3

A

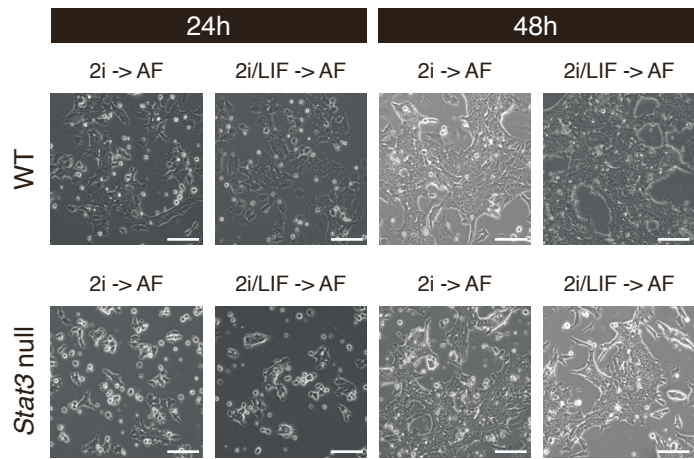

B

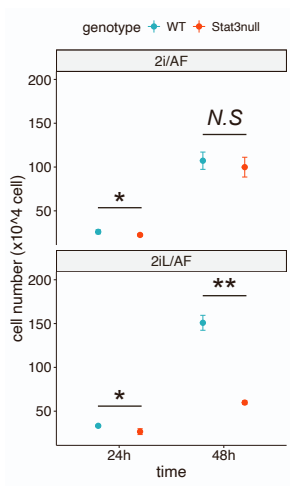

**Supplementary Figure 3. EpiLCs differentiation from WT and *Stat3* null ESCs.**

(A) Representative bright field images of EpiLCs differentiated from 2i or 2i/LIF cultured WT and *Stat3* null ESCs in N2B27 supplemented with Activin A and FGF2 at 24 h and 48 h. Scale bar = 100  $\mu$ m. (B) Cell numbers of WT and *Stat3* null EpiLCs differentiated for 24 h and 48 h. \*  $p < 0.05$ . \*\*  $p < 0.01$ . n.s, not significant.

# Supplementary Figure 4

A

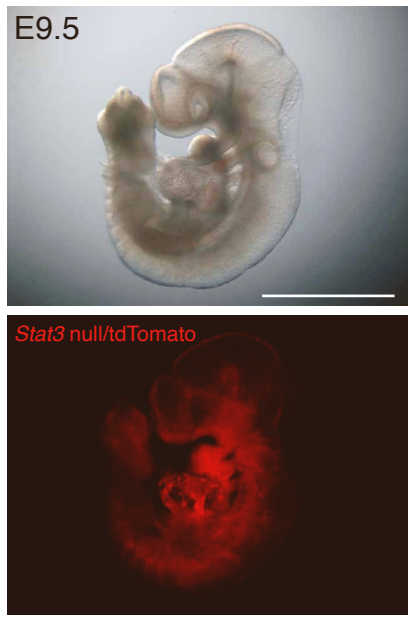

B

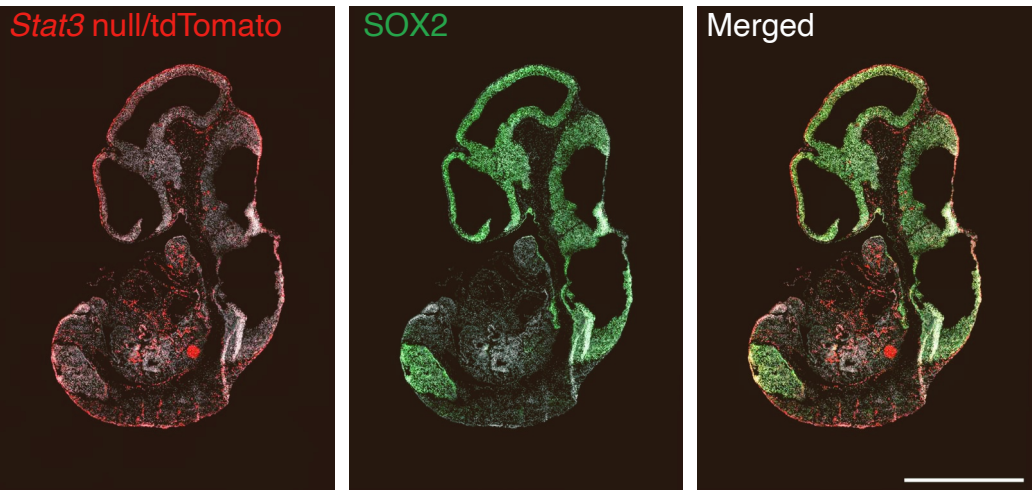

**Supplementary Figure 4. Contribution of *Stat3* null cells in chimeric embryos.**

(A) Bright field (top) and tdTomato fluorescent (bottom) images of chimeric embryos.

tdTomato-expressing *Stat3* null ESCs were injected host blastocyst and chimeric

embryos were collected at E9.5. Scale bar = 50  $\mu$ m. (B) Immunofluorescence for SOX2

in chimeric embryos. Note tdTomato-positive *Stat3* null cells contributed to multiple

tissues in the embryo, including SOX2-positive neural lineages in the brain. Scale bar =

50  $\mu$ m.

Supplementary Figure 5

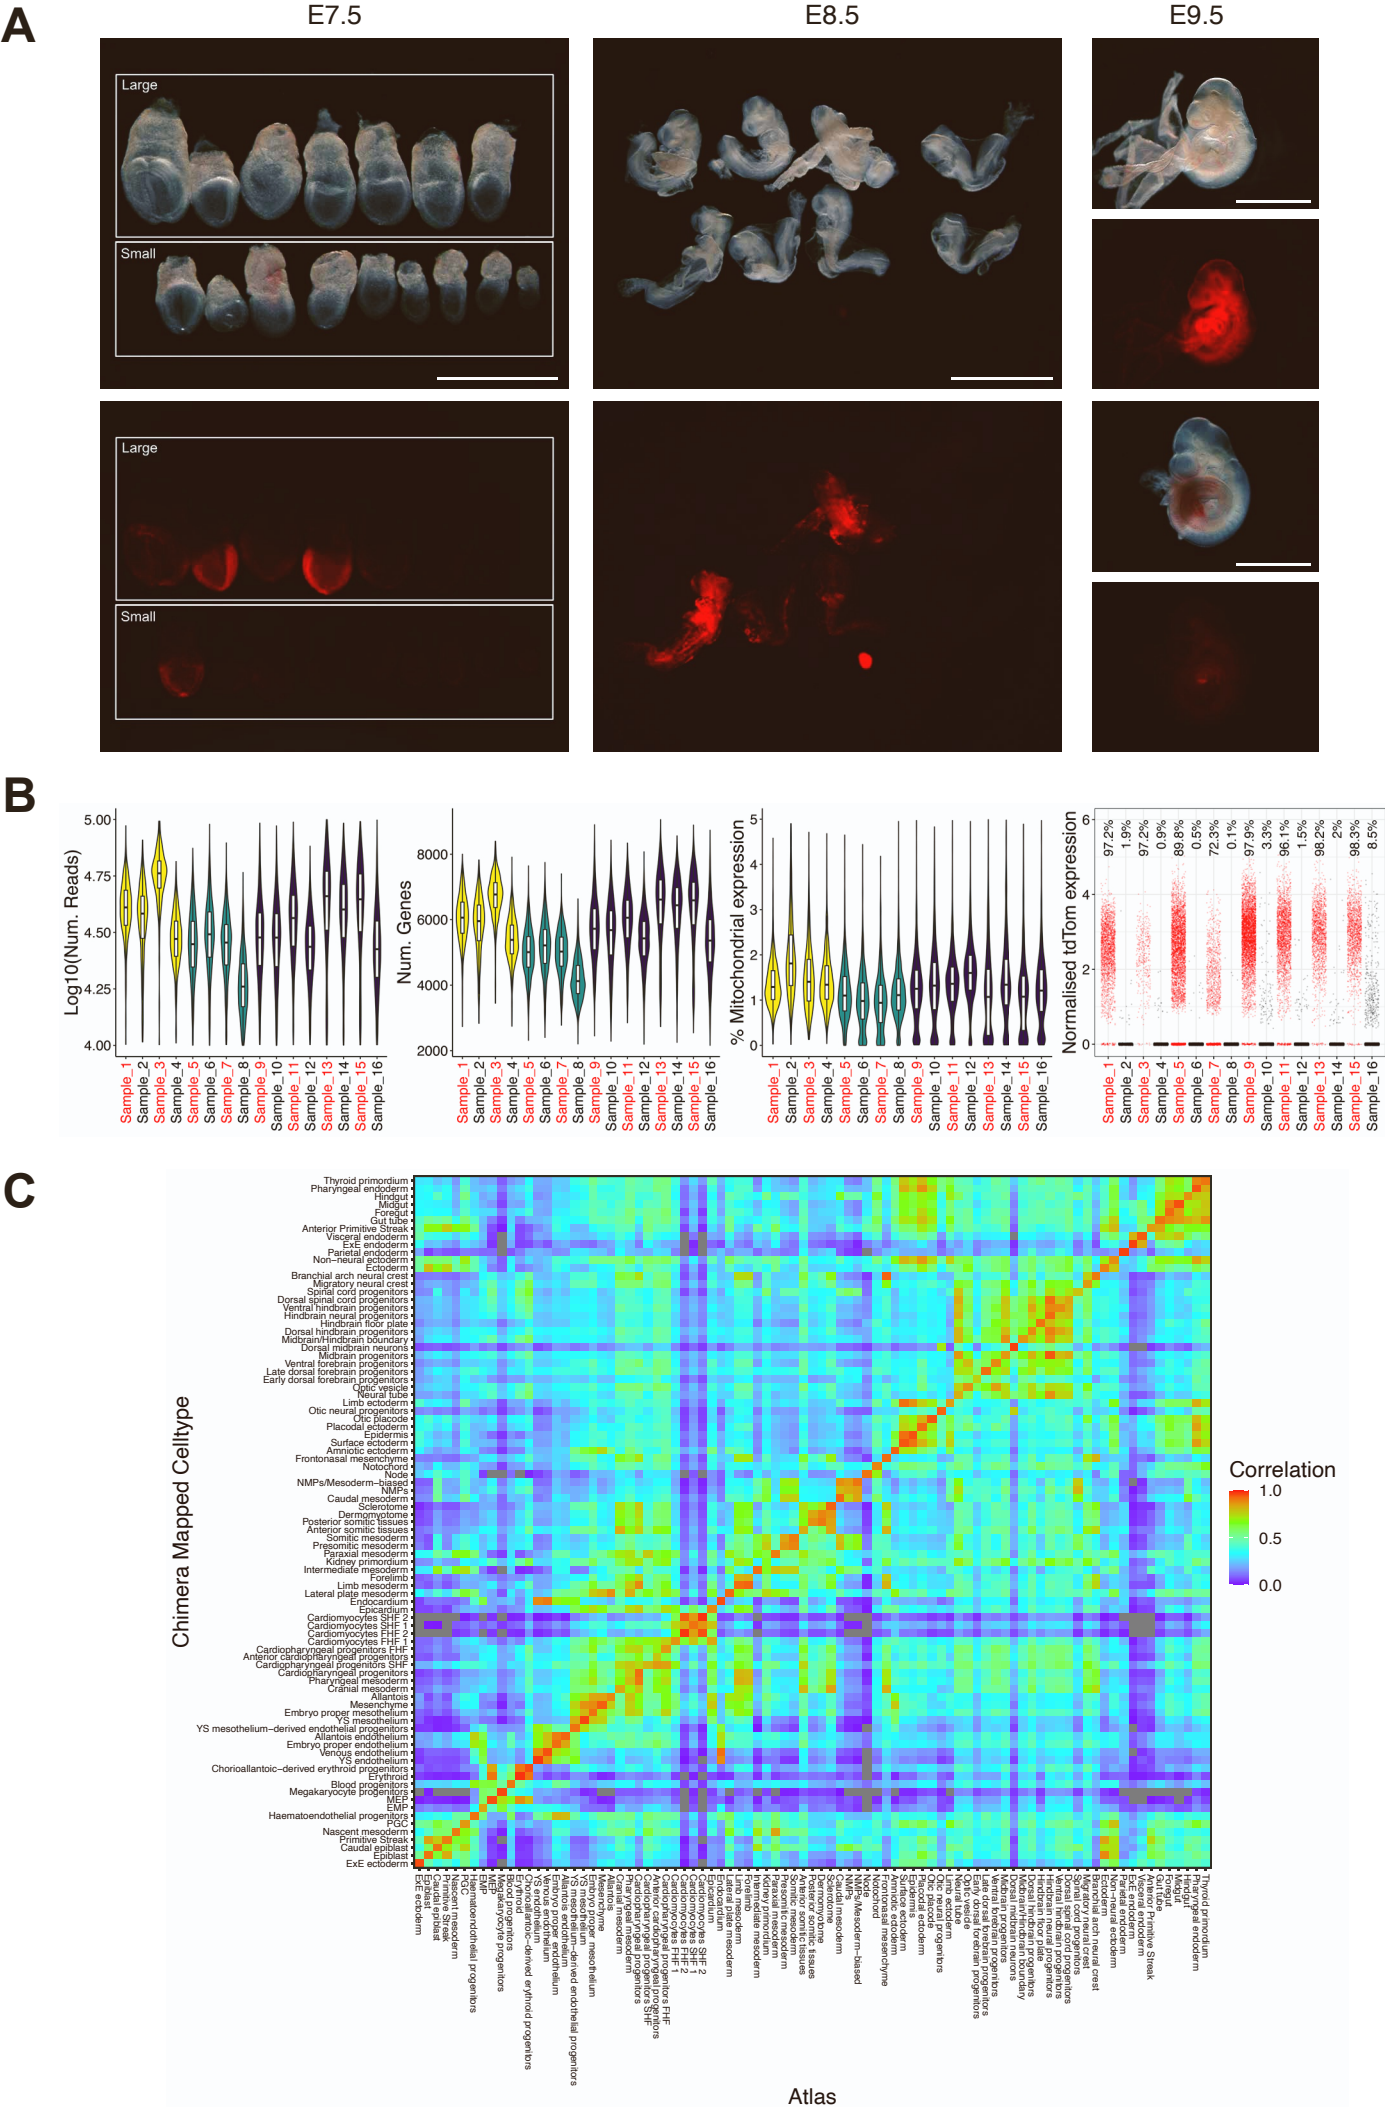

**Supplementary Figure 5. Chimera embryos used for single-cell Chimera-seq and quality control of single-cell chimera-seq.**

(A) Bright field and tdTomato fluorescent images for E7.5, E8.5, and E9.5 chimeric embryos used for single-cell Chimera-seq. For E7.5, embryos were classified by their size (large and small). 7 large and 9 small E7.5 embryos were pooled and processed for scRNA-seq. For E8.5, 3 or 4 embryos were pooled and processed for scRNA-seq. For E9.5, two embryos were processed individually for scRNA-seq. Scale bar = 50  $\mu$ m. (B) Quality of chimera-seq cells per sample after filtering, showing number of reads, number of genes, percentage of mitochondrial expression, and normalised tdTomato expression including percentage of cells that are non-zero. *Stat3* KO and WT samples are in red and black, respectively. E7.5 – yellow, E8.5 – green and E9.5 – purple. (C) Heatmap showing Pearson correlation of expression of cell type marker genes between cell types of the extended transcriptional atlas of mouse gastrulation and early organogenesis and label transferred cell types of the *Stat3* KO chimera.

# Supplementary Figure 6

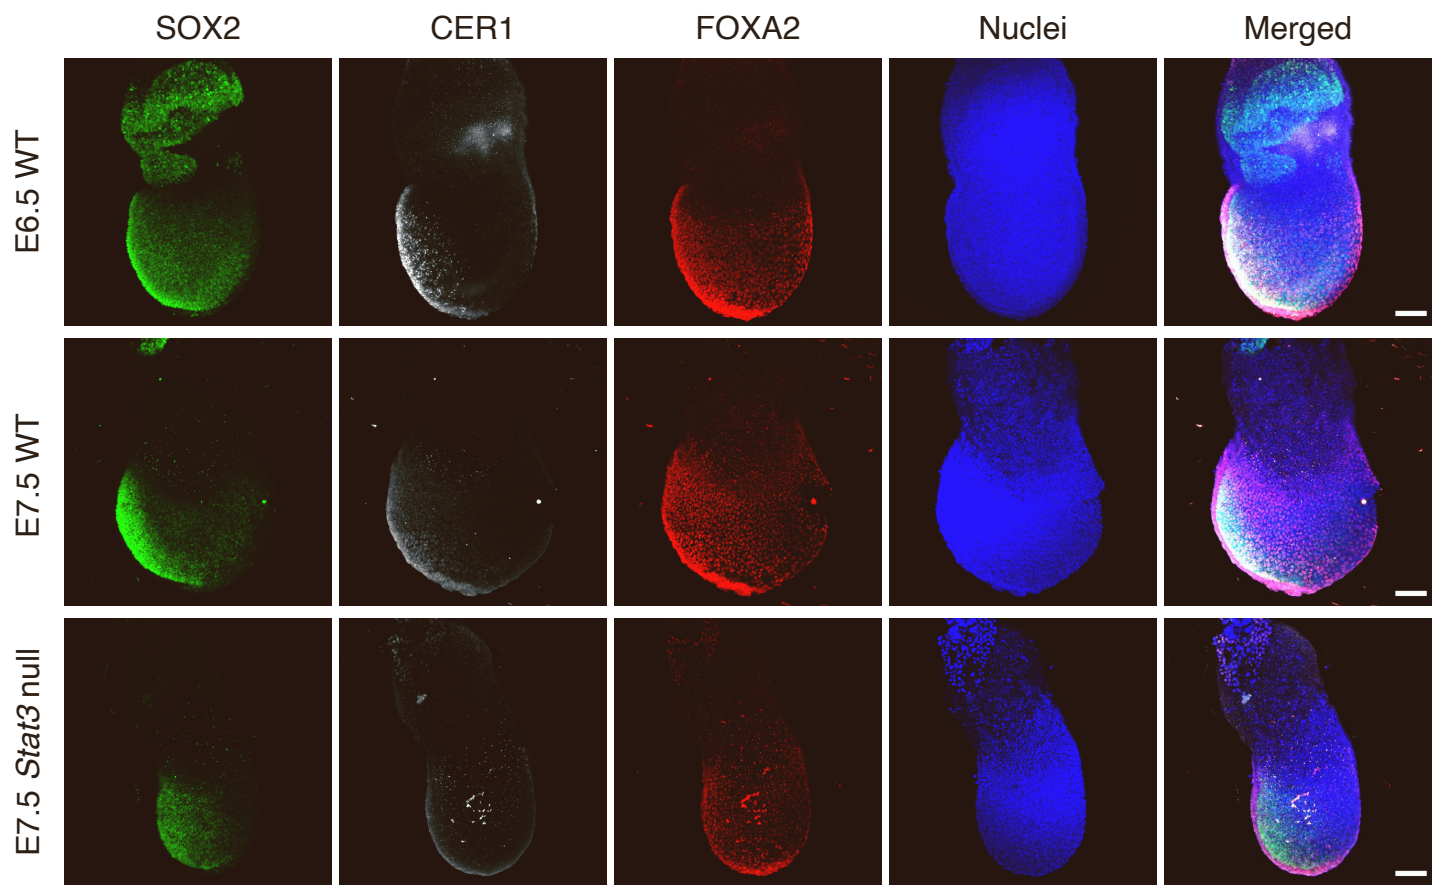

**Supplementary Figure 6. Extra-embryonic endoderm development in *Stat3* null embryos.**

Immunofluorescence for SOX2, CER1, and FOXA2 in E6.5/7.5 WT and E7.5 *Stat3* null embryos. E6.5 WT (n = 5), E7.5 WT (n = 6), and E7.5 *Stat3* null (n = 3) were examined.

Scale bar = 50  $\mu$ m.

# Supplementary Figure 7

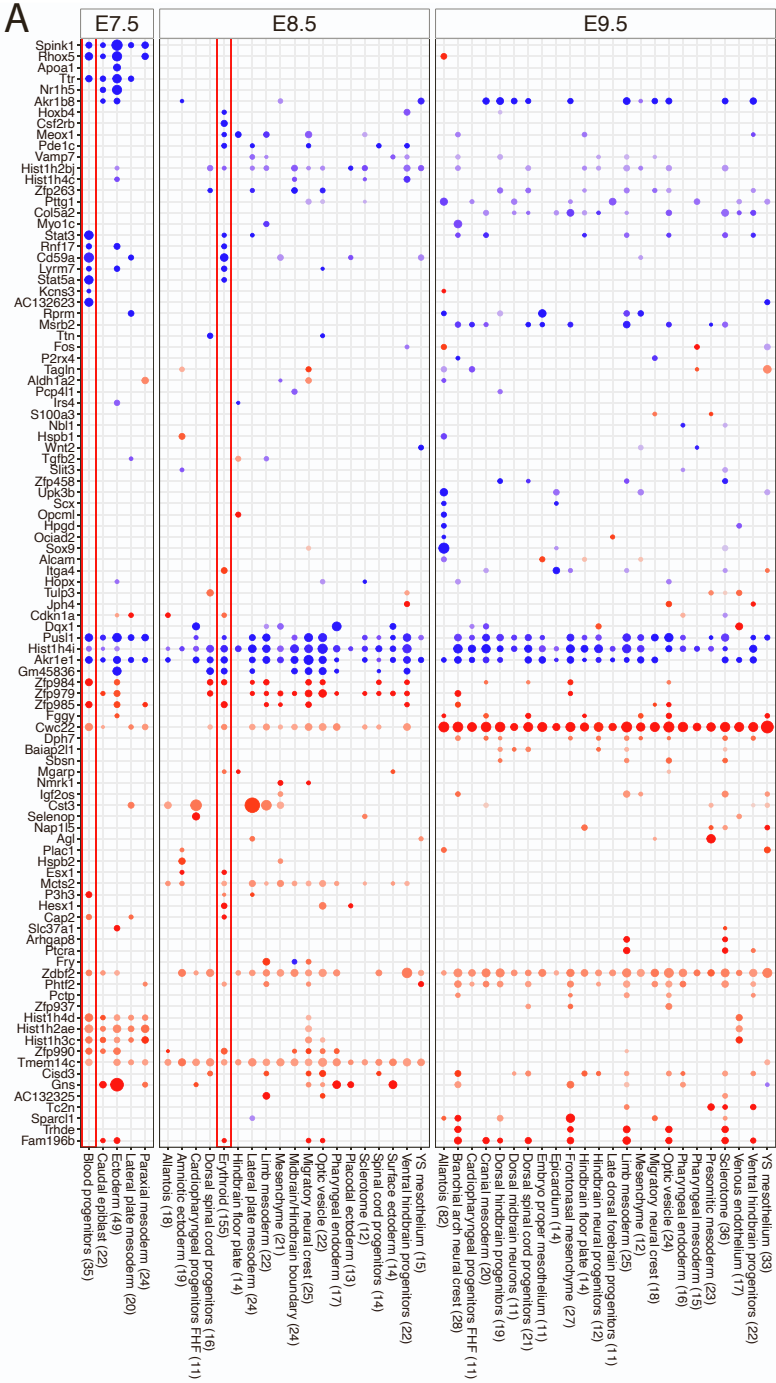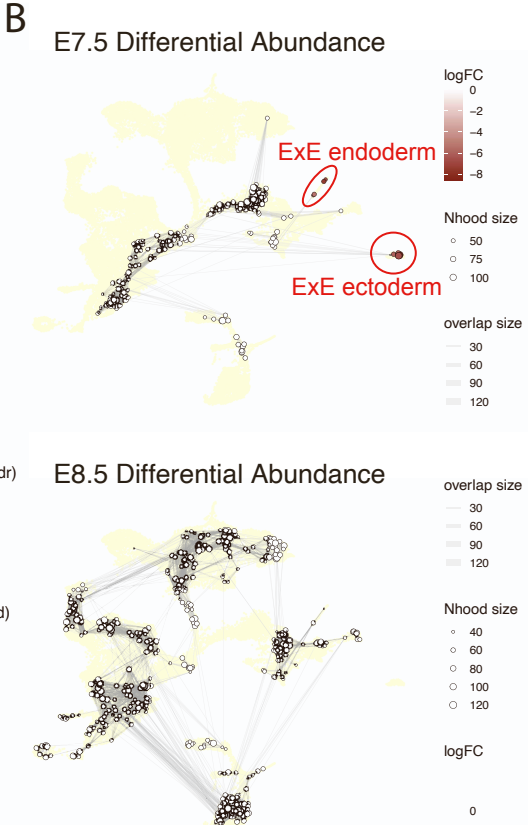

**Supplementary Figure 7. Differential expression and abundance of *Stat3* null and WT cells in E7.5, E8.5, and E9.5 chimeras.**

(A) Differential expression between *Stat3* null and WT cells for label transferred cell types at each embryonic stage. Only cell types with more than 10 differential genes and genes differentially expressed in more than 1 cell types are shown. Positive values represent genes that are more highly expressed in *Stat3* null. (B) Differential abundance testing between *Stat3* null and WT cells from E7.5 and E8.5 chimera-seq data. Negative logFC indicates a loss of *Stat3* null cells in a specific cellular neighbourhood.

# Supplementary Figure 8

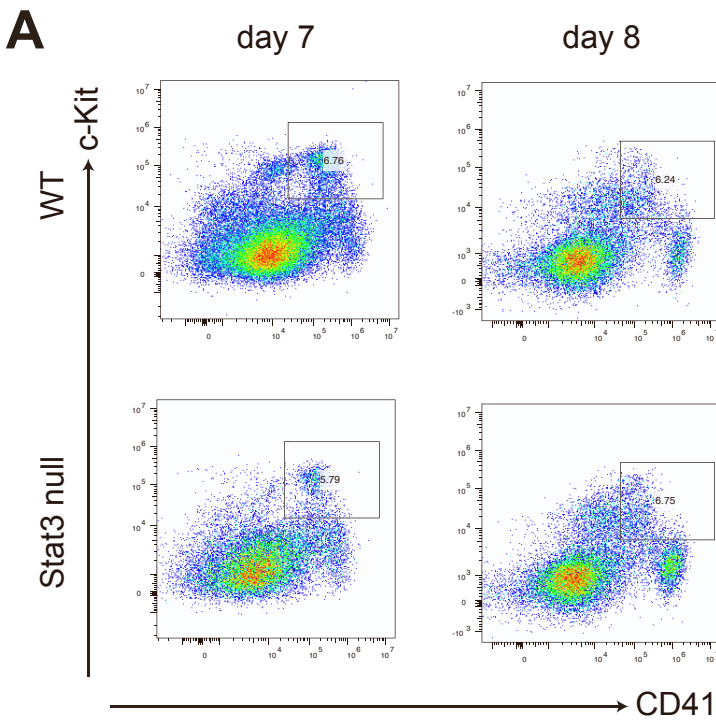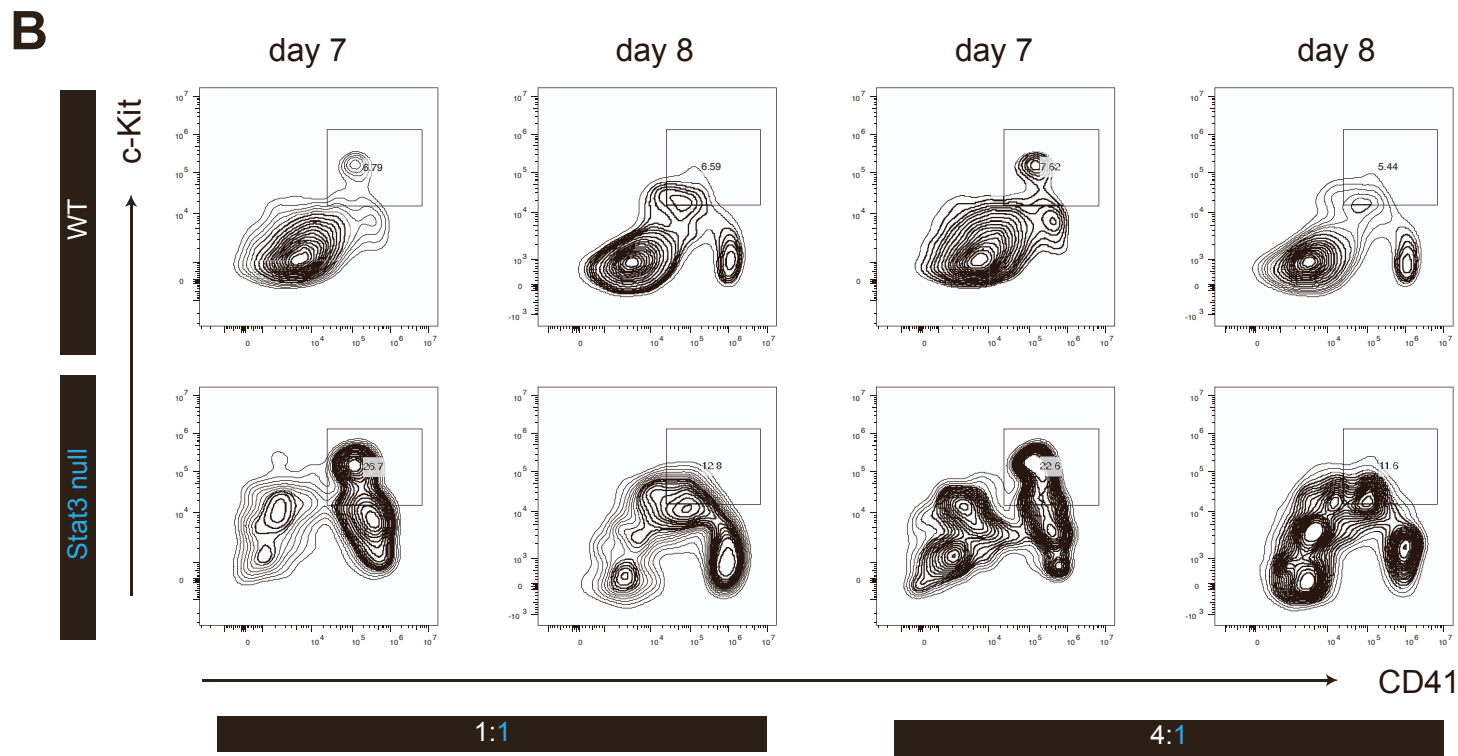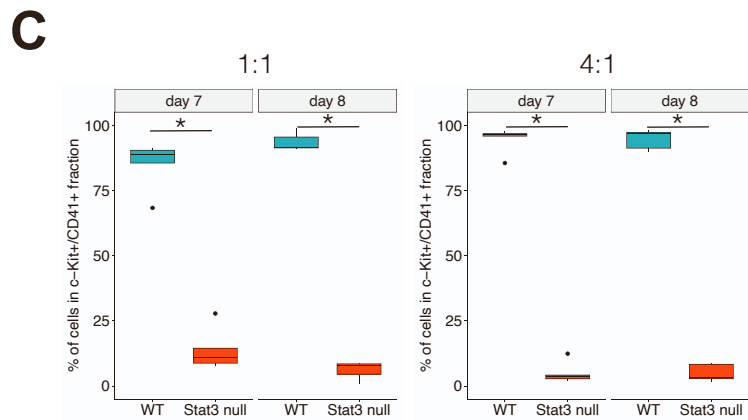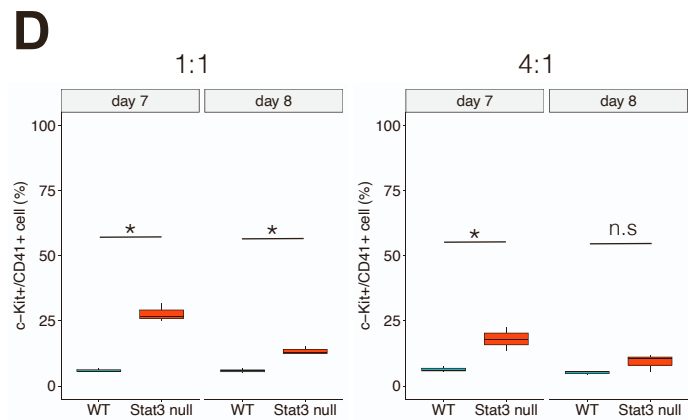

**Supplementary Figure 8. Hematopoietic progenitor differentiation from *Stat3* null ESC.**

(A) Representative flow cytometry analysis of CD41/c-Kit expression in day 7 and 8 WT and *Stat3* null EBs. CD41<sup>+</sup>/c-Kit<sup>+</sup> cells are gated in the plot. n = 8 (WT) and n = 8 (*Stat3* null) independent differentiation. (B) Representative flow cytometry analysis of CD41/c-Kit expression at day 7 and day 8 in WT and *Stat3* null cells in chimeric EBs, mixing WT and *Stat3* null ESCs at 1:1 and 4:1. n = 3 independent differentiation. (C) Percentages of WT and *Stat3* null cells in the c-Kit<sup>+</sup>/CD41<sup>+</sup> fraction at day 7 and day 8. \*  $p < 0.05$ . (D) Percentages of c-Kit<sup>+</sup>/CD41<sup>+</sup> fraction at day 7 and day 8 in WT and *Stat3* null cells in chimeric EBs, gated in (B). n.s, not significant. \*  $p < 0.05$ .

# Supplementary Figure 9

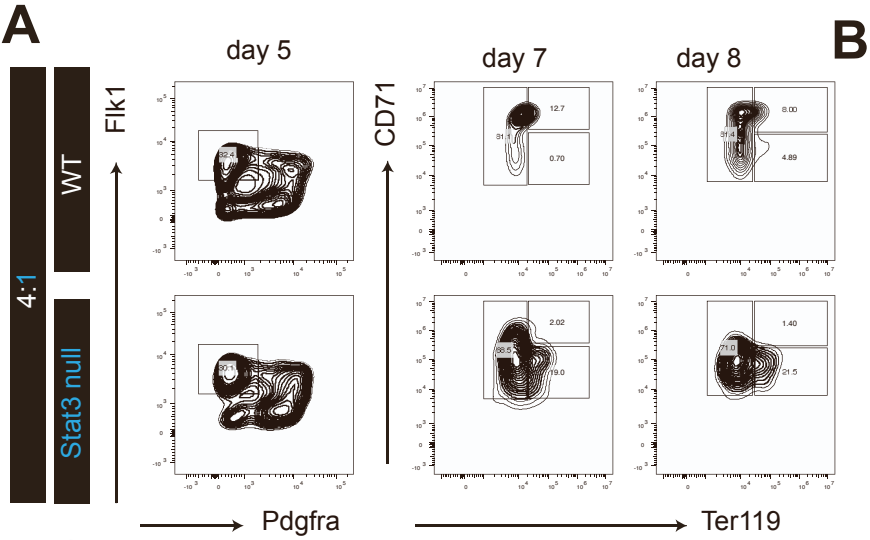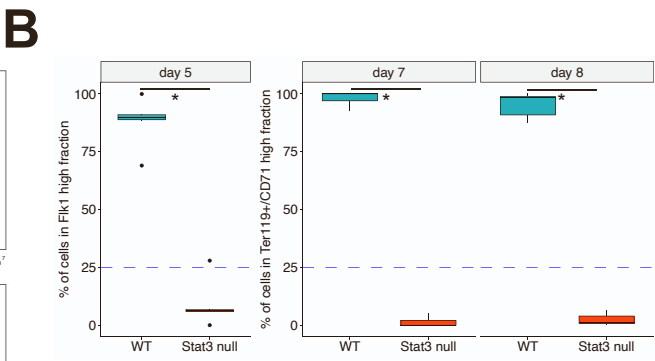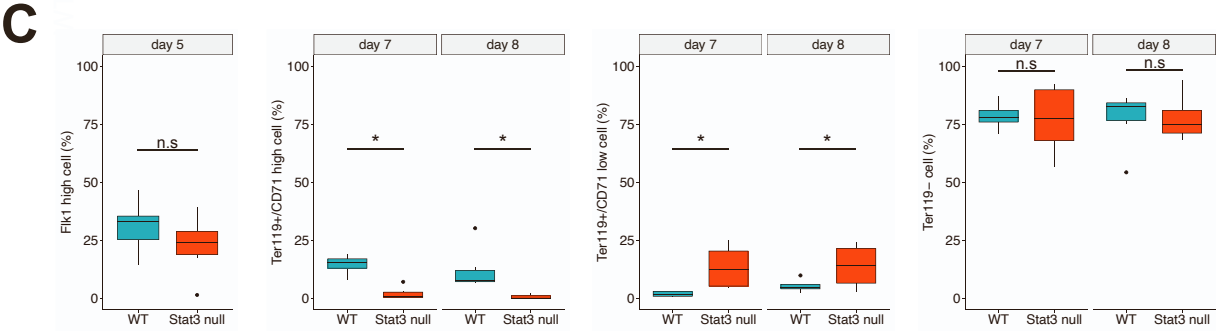

**Supplementary Figure 9. Primitive erythroid differentiation in chimeric EBs.**

(A) Representative flow cytometry analysis of Flk1/Pdgfra expression in day 5 and Ter119/CD71 expression in day 7 and day 8 in WT and *Stat3* null cells in chimeric EBs, mixing WT and *Stat3* null ESCs at 4:1. (B) Percentages of WT and *Stat3* null cells in the Flk1<sup>hi</sup> fraction at day 5, and in the Ter119<sup>+</sup>/CD71<sup>hi</sup> fraction at day 7 and day 8. \*  $p < 0.05$ . (C) Percentages of Flk1<sup>hi</sup> cells at day 5, and Ter119<sup>+</sup>/CD71<sup>hi</sup>, Ter119<sup>+</sup>/CD71<sup>low</sup>, and Ter119<sup>-</sup> cells at day 7 and day 8 in WT and *Stat3* null cells in chimeric EBs, gated in (A). n.s, not significant. \*  $p < 0.05$ .

**Supplementary Table 1. Genotypes of embryos from Stat3+/- intercross**

|              | <b>+/+ or +/-</b> | <b>-/-</b> | <b>Empty decidua</b> |
|--------------|-------------------|------------|----------------------|
| <b>E3.5</b>  | 50                | 16         |                      |
| <b>E4.5</b>  | 76                | 21         |                      |
| <b>E5.5</b>  | 22                | 6          |                      |
| <b>E6.5</b>  | 63                | 18         | 2                    |
| <b>E7.5</b>  | 45                | 10         | 4                    |
| <b>E8.5</b>  | 35                | 5          | 4                    |
| <b>E9.5</b>  | 42                | 2          | 5                    |
| <b>E10.5</b> | 18                | 1          | 3                    |
| <b>E11.5</b> | 29                | 4          | 3                    |

**Supplementary Table 2. EpiSC derivation from epiblast of Stat3<sup>+/-</sup> intercross**

| Embryo stage | Lines established |     | Number of<br>epiblast plated | Efficiency |
|--------------|-------------------|-----|------------------------------|------------|
|              | +/+ or +/-        | -/- |                              |            |
| E6.5         | 14                | 3   | 17                           | 100%       |
| E7.5         | 10                | 3   | 13                           | 100%       |

**Supplementary Table 3. List of genotyping primers**

| <b>name</b>    | <b>Sequence</b>             |
|----------------|-----------------------------|
| <b>STAT3_1</b> | TTGCTGCTCTCGCTGAAGCGCAGTAGG |
| <b>STAT3_2</b> | CCTGTCTGCCGAATATCATGGTGGAAA |
| <b>STAT3_3</b> | GAGCTGCCTGAGGATAGAGGAACCTGA |

How the deposited data were processed for this re-analysis (not part of the article)

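Bulk RNA-seq was read in 35 epiblast libraries, each of 1 epiblast (E5.5, 4 *Stat3* null and 2 WT; E6.5, 8 null and 9 WT; E7.5, 3 null and 9 WT), and in 4 EpiSC libraries (2 null and 2 WT lines). Conditions were taken from the sample labels, which match the sample names of Fig. 1F. The authors aligned the reads with HISAT2 v2.2.1 to GRCm38, counted them with StringTie v2.1.4 and deposited counts per gene, without normalization. The deposited values were checked to be whole numbers with totals that differ between libraries. Of 47643 genes listed, 47224 were found in GENCODE vM21, which gave positions and gene types, and 47399 symbols were listed once. The version of the annotation used for counting and the strand setting are not named in the paper's text. A single gene, *Gm26917*, took 7.18% to 11.5% of the counts of an epiblast library and 12.1% to 14.0% of an EpiSC library. An alternative therefore left out the genes over 1% of the counts of any library.

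Total counts per library lay between 22941210 and 38635127 at E5.5, between 27913392 and 79013960 at E6.5, between 25793920 and 41655234 at E7.5 and between 63445877 and 127583699 in EpiSCs. At these depths 3 counts, the limit that a count of 0 allows, set the lower bound of a fold where each library of a group held 3 counts or fewer, and such folds are given as bounds. The comparisons, the call, the lists, the rule for named genes and most alternatives were fixed before the data were examined, and those chosen afterwards are named as such.

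Genes were tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr by group (minimum count 10, minimum total count 15), robust quasi-likelihood dispersions, a two-sided quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested. The standard error of a log2 fold change is its size divided by the square root of the F statistic. A call is an absolute log2 fold change over 1 with an adjusted p under 0.05. Null and WT were compared at each stage from the libraries of that stage alone, E6.5 null was compared with E5.5 WT, and E7.5 null with E6.5 WT. The interaction of genotype with stage (E7.5 against E6.5) and the genotype effect common to the stages were tested in all 35 libraries. Lists were tested with fry of limma 3.58.1 on voom values, two-sided by direction, with Benjamini-Hochberg adjustment over lists and stages. Positions, PCA, correlation and clustering used blind rlog values of DESeq2 1.42.0 over the 500 most variable genes, or for the positions the 500 genes with the largest difference between WT means. Single values were compared with two-sided exact permutation tests, and correlations across libraries with 100000 permutations. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

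The lists held 11 naive, 7 primed, 7 neuroectoderm and 12 primitive streak genes of Fig. 1G, 6 genes that the paper names as STAT3 targets or as lower in null erythroid cells, 11 higher and 21 lower genes of Figs. 3D and 3E, 18 visceral endoderm, 12 extraembryonic ectoderm and 10 maternal and blood genes, 17 proliferation genes, 13 mitochondrially encoded protein genes, 4 genes of the Y chromosome and *Xist*. The Y genes and *Xist* were read for the sex of each epiblast, which enters only as a covariate. *Sox21* belongs to both the extraembryonic ectoderm and the neuroectoderm list, and as a covariate the former was used without it. Lists of 9 ERK feedback genes and of 5 interferon response genes were added after the data were seen. Genes are named where they are *Stat3*, where a list taken from the study holds them, or where they are among the 3 higher and 3 lower calls of a comparison with the smallest p whose groups do not overlap in log2 CPM. Any other gene named was chosen after its values were seen.

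The alternatives were DESeq2 in place of edgeR, its size factors in edgeR (RLE), no filter on low counts, a mean count of at least 50, leaving out genes over 1% of counts, dispersions without the robust option, all 35 libraries in 1 fit, voom with sample quality weights, replicate number as a block, the Y genes as a covariate, leaving out libraries that detect under 75% of the median number of genes, and leaving out each library in turn. For positions, PCA and correlation they were 2000 genes, all genes, log2 CPM with a prior count of 2 and, for the correlation, Spearman's rho. For lists they were camera with an estimated correlation, RLE, weights and the block. No epiblast library duplicated another (highest correlation 0.985).

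For genes with near-identical copies, transcripts of the calls and of 1000 genes drawn from those tested were compared with all transcripts by blastn 2.17.0 (at least 95% identity over at least 50% of the transcript and 200 bases). Up to 100 splits of the libraries into groups of the same sizes were drawn for each comparison of at least 3 libraries per group. The tests were tried on simulated data in which 200 genes were changed by 2-, 4- or 8-fold. GO enrichment of Fig. 3F was not computed, since no gene-to-term annotation was at hand, and the ESC profiles of Fig. 3C and the single-cell data were not used here.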

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

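Of the tests given here, the splits of the libraries were chosen before the results were seen, and all others only after the result they bear on was seen. Libraries that stand apart from their group were sought with Dixon's test in 32 groups, and 9 of them passed its limit, where about 5% of groups pass by chance. One-library results below are hypotheses found and tested on the same libraries.

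E5.5 *Stat3* null 1 stood apart from the other E5.5 null epiblasts by its visceral endoderm transcripts (log2 CPM 8.66, a sum of 405 CPM against 9214 to 14716 CPM in the other 3) and by the share of counts on mitochondrially encoded protein genes (1.69%). Low depth is excluded, as its total was 1.10 times the median of its group. *Pou5f1* stood at 0.673 CPM (24 counts), 0.671% of the lowest of the other 5 libraries of the stage (100 CPM), and *Nanog* had no counts against at least 2.48 CPM in the others. *Nodal*, *Fgf5*, *Fgf4* and *Otx2* had none either. These values are consistent with another tissue in place of the epiblast. Whether that tissue is extraembryonic ectoderm stays open: the summed list was 2.98 times the median of the other null epiblasts (1529 CPM, highest other 554 CPM), but E5.5 WT 1 also held 569 CPM, so extraembryonic ectoderm and other tissues cannot be told apart from 1 library. A biological loss of epiblast in this embryo was not tested.

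E6.5 *Stat3* null 1 stood apart by its extraembryonic ectoderm transcripts (log2 CPM 10.07 for the list without *Sox21*) and by its total of 79013960 counts. An epiblast was present, since *Pou5f1* at 188 CPM came to 67.7% of the lowest of the other 16 libraries (277 CPM), which argues against another tissue in its place. The summed list was 33.1 times the median of the other null epiblasts (1074 CPM against 32.5, highest other 72.6), which is consistent with extraembryonic ectoderm left on the epiblast. Its depth is shared with the other libraries over 40000000 counts, and whether it was handled with them is not known.

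E7.5 WT 3 stood apart by its position between E6.5 WT and E7.5 WT (0.125, other WT epiblasts 0.945 to 1.22) and by its extraembryonic ectoderm list (log2 CPM 3.36). A mislabelled null embryo is excluded by *Stat3* at 11.0 CPM, 7.30 times the highest null epiblast, and low depth by a total 1.39 times the median of the group. An embryo of an earlier stage within its litter stays open and was not tested apart from the position itself. E6.5 WT 3 stood apart in the same way on the axis from E5.5 WT to E6.5 WT (position 0.317). For it no technical explanation was tested. It held the most visceral endoderm transcripts of the E6.5 WT epiblasts (7597 CPM, group median 295 CPM), though not past the limit of Dixon's test. That level lies near those of E5.5 WT (7262 and 8861 CPM), so residual visceral endoderm may account for its position. From 1 library this cannot be told apart from variation between embryos, and both stay open.

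*Socs3* had a count of 0, a log2 CPM of -3.32 after the prior, in E6.5 null 3 and in E6.5 WT 1, 1 library of each genotype. The mean of either group lay near 3 CPM, so a count of 0 is far below the group, and no explanation was tested.

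The effect of genotype differed between E7.5 and E6.5 for 59 genes. Of 100 splits of the null and WT labels within both stages, 1, the real one, gave as many, and the highest other gave 1. Without E5.5 null 1, an alternative chosen after its counts were seen, 114 genes were called for the interaction, with all 59 among them, and 6 for the common effect, with *Stat3* and *Twist2* among them. The interaction log2 fold changes were -6.83 for *Igf2*, 1.69 for *Dusp6*, 1.68 for *Spry2* and 1.83 for *Spry4*. For *Dusp6*, *Spry2* and *Spry4*, which were lower in E6.5 null epiblasts, reduced feedback from ERK signaling was tested on 9 other genes of that feedback: their mean log2 fold change at E6.5 was -0.48, with 8 of 9 lower (adjusted p = 0.00696 from fry, over 9 tests). It was -0.07 in the libraries under 40000000 counts and -0.96 in those over. With the extraembryonic ectoderm list as a covariate it was -0.36. An earlier stage of development was tested against E5.5 WT: *Dusp6* and *Spry2* were lower in E5.5 WT than in E6.5 WT by a mean of -0.91 on the log2 scale, so a delay may account for them, while *Spry4* differed by 0.12 (standard error 0.20), which argues against a delay as the reason for lower *Spry4* at E6.5. The 9 other genes had a mean of -0.03 in E5.5 WT against E6.5 WT (2 higher, 7 lower, unadjusted p = 0.281 from fry). A delay is therefore not shown for these 9. In E6.5 WT against E7.5 WT *Dusp6*, *Spry2* and *Spry4* differed by 1.20, 0.84 and 1.62, so a delay may account for the higher values of all of them in E7.5 null epiblasts (1.20, 0.98 and 1.18). Reduced ERK feedback stays open for the lower values at E6.5, and at E7.5 the mean of the 9 genes was 0.18 (adjusted p = 0.119).

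*Twist2*, which the paper does not discuss, had a log2 fold change of -5.50 common to the stages, fitted on few counts. It had no counts in the null epiblasts of E5.5 and E6.5, at most 2 counts in those of E7.5, and 0.236 and 0.833 CPM in E6.5 and E7.5 WT, so only the bound of at least 11.0-fold lower at E7.5 rests on a measured level. In 4 of 100 splits, the real one included, as many genes (2) were called for the common effect, and the highest count was 4. Alleles of another strain near *Stat3* could bring such a gene only on chromosome 11. *Twist2*, the 1 common call other than *Stat3*, lies on chromosome 1, which argues against linked alleles as its source. With 1 such call, 0 within 20 Mb of *Stat3* is too few to decide whether common calls gather there. A later stage in WT epiblasts stays open, as *Twist2* rose from E5.5 WT to E7.5 WT.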

How the results depend on the processing

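The tests of positions, lists and calls within depth groups, with the depth groups as a term or with the extraembryonic ectoderm list as a covariate, the runs of the cell type lists without single libraries, the fits without E5.5 null 1 and the counts of calls along chromosome 11 were chosen only after the data were seen. The cause was not tested for any of the changes below unless one is named.

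DESeq2 called more genes than edgeR in each comparison: 32 at E5.5, 28 at E6.5, 1014 at E7.5, 518 for E6.5 null against E5.5 WT, 271 for E7.5 null against E6.5 WT, 201 in EpiSCs, 516 for the interaction and 99 for the common effect, against 0, 0, 231, 33, 32, 22, 59 and 2 with edgeR. On simulated data with no change in the other genes, DESeq2 made 117, 24, 42 and 29 false calls in the designs of E5.5, E6.5, E7.5 and EpiSCs, and edgeR 2, 1, 4 and 15. Under DESeq2 *Stat3* at E6.5 (-1.59, adjusted p = 0.0154) and *Socs3* at E7.5 (-1.0, adjusted p = 0.0386) passed the call. Voom with sample quality weights called 82 genes at E6.5, 1272 at E7.5, 1091 for E6.5 null against E5.5 WT, 318 for E7.5 null against E6.5 WT, 1563 for the interaction and 7 for the common effect. With all 35 libraries in 1 fit there were 5 calls at E5.5, 11 at E7.5 and 269 for E6.5 null against E5.5 WT. With replicate number as a block there were 0 at E7.5 (907 genes at an unadjusted p under 0.05). Whether the numbers pair WT with null epiblasts is not settled. The mean correlation of the same number was 0.939 against 0.948 for other numbers at E5.5, 0.952 against 0.948 at E6.5 and 0.964 against 0.958 at E7.5 (one-sided permutation p = 0.504, 0.0560 and 0.176, with 2, 8 and 3 pairs). Deviations from the group means correlated over 0.1 in 4 of 8 pairs at E6.5 and 0 of 3 at E7.5, so the numbers were not taken as pairs. Without the filter on low counts EpiSCs had 75 calls, and with a mean count of at least 50 the interaction had 105 and the common effect 1, where fewer genes were tested. At E6.5 there was 1 call without the libraries that detect few genes and 16 in the libraries under 40000000 counts (0 in those over, with 681 genes at an unadjusted p under 0.05). Without E5.5 null 1 the interaction had 114 and the common effect 6.

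Leaving out each library in turn gave 0 calls at E5.5 in each of 4 fits (388 to 813 genes at an unadjusted p under 0.05), 0 to 2 at E6.5, 0 (without E7.5 null 2; 2749 at an unadjusted p under 0.05) to 1105 (without E7.5 WT 3) at E7.5, 8 (without E6.5 null 6) to 173 (without E6.5 null 1) for E6.5 null against E5.5 WT and 4 (without E7.5 null 3) to 88 (without E6.5 WT 3) for E7.5 null against E6.5 WT. Positions differed by -0.227 to -0.0575 at E5.5, -0.305 to -0.201 at E6.5 and -0.774 to -0.603 at E7.5, where the exact permutation p was 0.0545 with any 1 of the 3 null epiblasts left out. The E7.5 correlation difference was 0.0382 (without E7.5 null 1) to 0.104 (without E7.5 null 3). *Stat3* lay between -1.66 and -1.21 at E5.5, -1.78 and -1.37 at E6.5, -3.43 and -3.16 at E7.5 (-3.29 without E7.5 null 2, adjusted p = 0.0668) and -2.74 and -2.42 in EpiSCs. *Socs3* lay between -2.24 (without E5.5 WT 2) and -0.82 (without E5.5 WT 1), -0.41 and -0.04, and -1.27 and -0.80 (-1.09 without E7.5 WT 3, adjusted p = 0.0224).

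For the lists the same runs gave, at E5.5, E6.5 and E7.5, -1.22 to -0.32, 0.55 to 1.06 and -0.48 to -0.23 for naive, -2.34 to -0.28, -0.30 to -0.09 and 2.17 to 2.71 for primed, 0.40 to 1.43, 1.15 to 1.76 and -4.54 to -3.43 for neuroectoderm, and -3.14 to -1.97, -1.33 to -0.15 and -1.03 to -0.17 for primitive streak. The visceral endoderm list had -2.77 to 0.77 (0.77 without E5.5 null 1), 0.29 to 1.57 and -4.49 to -3.19, the extraembryonic ectoderm list 0.65 to 1.86, 2.03 to 3.68 and -2.51 to -1.18, and the maternal and blood list -0.20 to 1.01 (above 0 without E5.5 null 1 and, at 0.27, without E5.5 null 2), -0.65 to 0.14 (0.14 without E6.5 null 1) and 1.23 to 2.46. For the naive, primed and primitive streak lists the value nearest 0 at E5.5 and E6.5 came from leaving out null 1 of the stage. The neuroectoderm list passed the threshold at E6.5 without E6.5 null 2 (1.67, adjusted p = 0.0135) and at E7.5 without E7.5 WT 3 (-4.54, adjusted p = 0.0161), and the primed list at E7.5 lost it without E7.5 null 1 (adjusted p = 0.0541) or null 2 (2.17, adjusted p = 0.0500).

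The primed list at E7.5 lost its side of the threshold under camera with an estimated correlation (2.30, adjusted p = 0.185), the replicate block (0.98, adjusted p = 0.731) and the extraembryonic ectoderm covariate (0.34, adjusted p = 0.663), over a range of adjusted p from 5.41e-06 to 0.731. So did the proliferation list at E7.5 under camera (0.0947, adjusted p = 0.25), its only alternative. At E6.5 the naive list passed the threshold with weights (0.66), with the block (0.72) and with the depth groups as a term (0.83), over a range of adjusted p from 0.0431 to 0.679. The neuroectoderm list passed it with weights (1.46), the block (1.55), the extraembryonic ectoderm covariate (1.74) and the depth groups as a term (1.67), over a range from 0.0121 to 0.348. With weights so did the visceral endoderm list (2.79) and the extraembryonic ectoderm list (2.41) at E6.5, both with an adjusted p of 0.0236 (ranges up to 0.816 and 0.797), and the visceral endoderm list at E7.5 (-4.33, adjusted p = 0.0375, range up to 0.551). Directions turned for the visceral endoderm list (-1.75) and the maternal and blood list (0.081) at E6.5 in the libraries over 40000000 counts, for the primed list at E6.5 in those under (0.00026), and for the primitive streak list at E7.5 with the extraembryonic ectoderm covariate (0.10).

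The E6.5 position difference passed the threshold in the libraries under 40000000 counts (-0.344, exact permutation p = 0.0108, over a range from 0.00839 to 0.9). In these libraries the visceral endoderm list was also higher in null epiblasts, so residual tissue was not separated from stage. The E7.5 correlation difference was -0.0816 on log2 CPM and 0.00101 over all genes, the PCA distance ratio was 1.29 on log2 CPM against 2.06, and the EpiSC similarity was 0.983 with Spearman's rho and 0.999 on rlog values. On the whole of chromosome 11, a window chosen after the positions were seen, lay 6 EpiSC calls, against 0 within 20 Mb of *Stat3* (Fisher's exact test, p = 0.00302, over a range up to 1). Of the values under another setting, 547 kept the direction and the side of the threshold, 60 moved, 18 were stronger, 10 weaker and 8 reversed. For named genes 364 kept them, 41 were stronger, all with DESeq2, and 9 weaker, all in the fit of 35 libraries.

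Calls for EpiSCs and for comparisons that would leave 1 E5.5 WT library were not run with a library left out, nor was the setting on detected genes at E7.5, where no library fell under it. DESeq2 without independent filtering was tried once for EpiSCs after its calls were seen, and was dropped, since it was tried only because it might account for a difference from the paper. In the simulated data edgeR called 4.48%, 29.9% and 57.6% of the genes changed 2-, 4- and 8-fold at E5.5, 43.3%, 82.1% and 97.0% at E6.5, 43.3%, 89.6% and 97.0% at E7.5 and 40.3%, 97.0% and 98.5% in EpiSCs, so changes were hardest to detect at E5.5. Whether the number of WT epiblasts or the spread between epiblasts limits E5.5 was not separated. An unchanged list of 12 genes fell under a p of 0.05 from fry at E6.5. Epiblasts placed at 0, 0.5 and 1 were recovered at 0.0699, 0.487 and 0.913.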

Differences from the paper's values

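The depth groups, and reading the genes of Fig. 1G at E7.5 without E7.5 WT 3 in particular, were chosen only after the values were seen, while fits without each library were set beforehand for the calls. Values of Fig. 1G are log2 fold changes read by eye. An alternative is named where its value came within 1 standard error of edgeR of the paper's, so that part of a gap can remain.

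In EpiSCs the paper reports 59 genes as higher and 141 as lower in the null, and edgeR called 9 and 13. Of the 6 alternatives set before the data were examined, DESeq2, the tool named in the paper's methods, gave 59 and 142, and the other 5 did not reach the paper's values. DESeq2 without independent filtering was also run once, after the values were seen and because it might account for the 1 gene left, and was dropped.

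For E6.5, the values of Fig. 1G were compared with 28 alternatives set before the data were examined. The paper's value for *Tfcp2l1* is about 3.6 in Fig. 1G, read by eye, against 1.79 (standard error 0.67), and none of the alternatives came within it. For *Klf5* it is about 2.5 in Fig. 1G, read by eye, against 1.72 (standard error 0.64), and 4 came within it: leaving out E6.5 null 5 (1.88), null 6 (1.86), WT 3 (2.37) or WT 4 (1.89). For *T* it is about -4.2 in Fig. 1G, read by eye, against -1.95 (standard error 1.27), and 2 came within it: leaving out E6.5 null 2 (-3.18) and leaving out the libraries that detect few genes (-2.96). For *Wnt8a* it is about -4.5 in Fig. 1G, read by eye, against -1.53 (standard error 1.41), and 4 came within it: leaving out E6.5 null 2 (-3.91), sample quality weights (-4.65), the replicate block (-3.59) and leaving out the libraries that detect few genes (-3.69). The other alternatives did not, and of those named for *Klf5* only leaving out WT 3 took up most of the gap.

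For E7.5, 22 such alternatives were compared. The paper's value for *Pou3f1* is about 2.1 in Fig. 1G, read by eye, against 1.37 (standard error 0.71), and 5 came within it: DESeq2 (2.00), leaving out E7.5 null 3 (1.66) or E7.5 WT 3 (2.13), weights (2.21) and the Y gene covariate (1.70). For *Fgf5* it is about 4.4 in Fig. 1G, read by eye, against 2.35 (standard error 1.21), and 4 came within it: DESeq2 (3.8), leaving out E7.5 WT 3 (4.4), weights (4.4) and the Y gene covariate (3.44). For *L1td1* it is about 2.7 in Fig. 1G, read by eye, against 1.87 (standard error 0.72), and 3 came within it: leaving out E7.5 WT 3 (2.67), weights (2.71) and the Y gene covariate (2.42). For *Utf1* it is about 3.7 in Fig. 1G, read by eye, against 2.27 (standard error 1.02), and 4 came within it: DESeq2 (3.28), leaving out E7.5 WT 3 (3.69), weights (3.79) and the Y gene covariate (3.39). In all, 8 of 26 values read from Fig. 1G differed.

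Fig. 1G marks as significant at E6.5 *Zfp42*, *Esrrb*, *Tfcp2l1*, *Klf5*, *Igf2*, *T*, *Mixl1* and *Wnt8a*. None was called with edgeR (1414 genes at an unadjusted p under 0.05). With p adjusted over all genes, DESeq2 gave an adjusted p under 0.05 for *Igf2*, and sample quality weights for *Tfcp2l1* and *Igf2*. No setting that was run gave one over all genes for the others. With p adjusted over each list alone, edgeR gave one for *Zfp42*, *Esrrb*, *Tfcp2l1*, *Klf5* and *Igf2*, but not for *T*, *Mixl1* or *Wnt8a*. At E7.5 it marks 16 genes, of which edgeR called *Wnt3* and *Fzd10*. DESeq2 gave an adjusted p under 0.05 for 14 (not for *L1td1* and *Wnt3a*), weights for 9 (*Pou3f1*, *Fgf5*, *Nodal*, *L1td1*, *Utf1*, *Igf2*, *Wnt3*, *Fzd10* and *Tfcp2l1*), dispersions without the robust option for 4 (*Igf2*, *Wnt3*, *Fzd10* and *Hoxb1*), and leaving out E7.5 WT 3 for all 16. Fig. 2B marks *Socs3* as different between genotypes at E7.5, where edgeR gave an adjusted p of 0.124, DESeq2 0.0386 and edgeR without E7.5 WT 3 0.0224.

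The text gives naive genes as lower and primed genes as higher in E6.5 null epiblasts. The mean log2 fold changes of the lists were 0.85 and -0.26, while the summed CPM of the naive list was lower in null epiblasts (log2 ratio -0.29). In the libraries under 40000000 counts, chosen after the values were seen, the primed mean was 0.00026. Fig. 1F joins E6.5 null 3, null 4, null 8 and WT 3 with E5.5 WT 2, next to E7.5 WT epiblasts, and E5.5 null 1 with E6.5 null 1. Clustering here put E6.5 null 1, null 3 and WT 3 with the E5.5 epiblasts, E6.5 null 4 and null 8 with the other E6.5 epiblasts, and E5.5 null 1 alone. Figs. 3D and 3E name 11 higher and 21 lower genes in null EpiSCs, of which edgeR called 3 and 5, with 2 of the lower genes not tested. Of the other 30, DESeq2 called all but *Gm5724* and *Fbxo40*, and edgeR with RLE size factors called no more than edgeR with TMM.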

Other observations

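Of the tests given here, the splits of the libraries and the test of the E7.5 calls against the WT stages were chosen before their own outcome was seen, the latter once the calls were known, and all others only after the result they bear on was seen.

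The counts of differential genes were compared with up to 100 splits of the same libraries. At E6.5 each of the 100 splits gave as many calls as the real one, which had none, but only 3 of 100 gave as many genes at an unadjusted p under 0.05 (1414; median of the others 494, highest 2014). At E7.5, 2 of 100 splits gave at least 231 calls. The other one (4769 genes at an unadjusted p under 0.05) put E7.5 null 1, E7.5 null 2 and E7.5 WT 3 together. For E7.5 null against E6.5 WT, 2 of 100 gave at least 32 calls, and the other one put E6.5 WT 2, 3 and 4 together (36 calls). By genes at an unadjusted p under 0.05, 4 of 100 splits gave as many as the real one at E7.5. For E7.5 null against E6.5 WT 8 of 100 did.

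The E7.5 calls were compared with the difference between WT stages. Of 217 calls found in both comparisons, 94.0% had the sign of E6.5 WT against E7.5 WT, as an earlier stage in the null would give. More residual tissue in E7.5 WT would give the same sign. The visceral endoderm list had a median of 2402 CPM in E7.5 WT, 296 CPM in E7.5 null and 295 CPM in E6.5 WT epiblasts. Neither this share nor those that follow can therefore tell stage from residual tissue. With separate WT libraries for both comparisons the share held: with E7.5 WT libraries of odd number against the null and those of even number for the stage, no gene passed the call, and of the 200 genes with the smallest p, 198 were compared and 91.9% had the sign. With odd and even numbers exchanged there were 871 calls, and 95.8% of the 813 compared had it. A simpler count over all 230 calls other than *Stat3* gave 99.6%, against a median of 59.1% and a highest of 96.5% over the 84 groups of 3 WT epiblasts treated as null, and 73.5% over the 56 groups without E7.5 WT 3. In the comparison of E7.5 null with E6.5 WT, 2 of the E7.5 calls (*Adamts9* and *Fmr1nb*, chosen after their values were seen) were called again. WT stages differed by 1070 calls between E5.5 and E6.5 and by 1518 between E6.5 and E7.5. Sex is not the whole source, as 145 of the 231 calls were shared with the 160 of a fit with the Y genes as a covariate. Within 20 Mb of *Stat3* lay 13 of 230 calls at E7.5 (odds ratio 1.79, Fisher's exact test, p = 0.0575), and 46 of 1011 with DESeq2 (p = 0.0227), so linked alleles stay open for those genes.

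*Esrrb*, *Klf5*, *Tfcp2l1* and *Zfp42* were higher in E6.5 null epiblasts by a mean of 1.96 on the log2 scale. They were chosen among the naive genes for being higher in these epiblasts, so no p is given for their mean. A difference of 0.864 stayed with the extraembryonic ectoderm list as a covariate (each gene alone then had p between 0.120 and 0.503 from edgeR). With the visceral endoderm list 1.65 stayed, and each gene alone kept a log2 fold change between 1.74 and 2.98 (p between 0.00113 and 0.00597 from edgeR). As the 4 genes were chosen for being higher, these values exclude neither tissue as the source. Within the libraries under 40000000 counts the extraembryonic ectoderm list differed by 1.06 (exact permutation p = 0.0931) and the visceral endoderm list by 2.72 (exact permutation p = 0.00866). Within those over 40000000, where the 4 genes differed by 2.43, the extraembryonic ectoderm list differed by 2.59 (exact permutation p = 0.1, the smallest possible). The visceral endoderm list went the other way there, by -0.593 (exact permutation p = 0.8). Across E6.5 WT epiblasts the 4 genes also rose with the visceral endoderm list (r = 0.800, permutation p = 0.00949, adjusted p = 0.0127 over 4 relations; rho = 0.783, permutation p = 0.0169, adjusted p = 0.0235; r = 0.929 without the 2 farthest). Across E6.5 null epiblasts they rose with the extraembryonic ectoderm list (r = 0.896, permutation p = 0.00725, adjusted p = 0.0127; rho = 0.833, permutation p = 0.0151, adjusted p = 0.0235), but r was 0.532 without the 2 farthest, so the relation rests on those. With the visceral endoderm list r was -0.0921 (permutation p = 0.847, adjusted p = 0.847; rho = 0.0238, permutation p = 0.977; r = -0.52 without the 2 farthest). An earlier stage of development may also account for them: in E5.5 WT against E6.5 WT, with the same E6.5 WT epiblasts, their mean was 3.43. Residual extraembryonic ectoderm, residual visceral endoderm and an earlier stage all stay open.

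Lists of other cell types were tested at each stage with fry. The visceral endoderm list had a mean log2 fold change in null epiblasts of -1.85 at E5.5 (adjusted p = 0.740; 0.77 without E5.5 null 1) and 0.71 at E6.5 (adjusted p = 0.740; 1.57 without E6.5 null 1, 0.29 without E6.5 null 3). The extraembryonic ectoderm list had 1.16 at E5.5 (adjusted p = 0.740; 0.65 without E5.5 null 1, 1.86 without E5.5 null 3), 3.23 at E6.5 (adjusted p = 0.201; 2.03 without E6.5 null 1), with all 10 genes tested higher, and -1.94 at E7.5 (adjusted p = 0.496; -1.18 without E7.5 null 2). Its summed CPM differed by 1.71 at E6.5 (exact permutation p = 0.0151) and -2.65 at E7.5 (exact permutation p = 0.0182). The maternal and blood list had -0.09 at E5.5 (adjusted p = 0.929; 1.01 without E5.5 null 1, 0.27 without E5.5 null 2), -0.29 at E6.5 (adjusted p = 0.740; 0.14 without E6.5 null 1, -0.65 without E6.5 WT 2) and 1.78 at E7.5 (adjusted p = 0.201). The proliferation list had 0.0385 at E5.5 (adjusted p = 0.694), -0.0553 at E6.5 (adjusted p = 0.272) and 0.0947 at E7.5 (adjusted p = 0.0105), with 14 of 17 genes higher. Mitochondrially encoded protein genes took 1.45% of counts in null and 1.48% in WT epiblasts at E5.5 (two-sided exact permutation test, p = 0.8), 1.27% and 1.20% at E6.5 (p = 0.605), 0.950% and 0.99% at E7.5 (p = 0.123), and 1.90% and 2.17% in null and WT EpiSCs (p = 0.667, smallest possible 0.333).

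In EpiSCs, *Rpl26* was higher and its processed pseudogene *Gm15772* lower in the null lines. Reads shared between copies of one gene fit this: summed with its near-identical copies, *Rpl26* had a log2 fold change of -0.0676 (standard error 0.08). A candidate explanation for the trade is a sequence variant that segregates in the stock. The share of *Rpl26* in the counts of both was 49.9% in null and 4.77% in WT lines. In epiblasts it was 2.13% to 4.89% in 27 libraries (13 null, 14 WT), 47.7% to 49.4% in 6 (2 null, 4 WT) and 95.6% to 95.8% in 2 WT libraries, with 0 libraries between these classes. Near-identical copies were found for 9 of 21 EpiSC calls with a transcript (42.9%) and for 171 of 948 genes drawn at random (18.0%; Fisher's exact test, p = 0.00818), so shared reads may touch other calls as well. For calls annotated as pseudogenes, 4 of 22, Fisher's exact test gave p = 0.132, too few to decide. Alleles linked to *Stat3* were tested by position. Within 20 Mb of it lay 0 of 20 calls, where 689 of 20629 genes lie and less than 1 call is due by chance, and within 40 Mb 2 (*Cldn7* and *Rpl26*; Fisher's exact test, p = 0.282). On the whole of chromosome 11 lay 6 of 20, where 1578 genes lie (Fisher's exact test, p = 0.00302), and with DESeq2 23 of 199 (p = 0.0450 from the same exact test). That test was prompted by the positions of the calls, and *Gm37818* lies within *Meis1*, so the 6 are not independent. With DESeq2 the calls near *Stat3* were no more than their share, 5 of 199 within 20 Mb (odds ratio 0.73, Fisher's exact test, p = 0.691) and 10 within 40 Mb (odds ratio 0.94, Fisher's exact test, p = 1), and fewer than on the rest of the chromosome (10 of 916 genes against 13 of 410, odds ratio 0.337, Fisher's exact test, p = 0.0111; with edgeR 2 of 1079 against 4 of 499, Fisher's exact test, p = 0.0837). This argues against linkage to *Stat3* as the source of the excess. Alleles that segregate elsewhere on the chromosome were not tested.

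*Irf1*, *Irgm1*, *Gbp2*, *Erap1* and *Tapbp*, 5 interferon response genes chosen after their values were seen, were lower in null EpiSCs, with log2 fold changes of -1.20, -1.80, -2.76, -1.61 and -0.98. An effect of genotype shared with epiblasts is not in line with the mean of the 4 tested at E6.5 (without *Gbp2*), 0.10 (adjusted p = 0.920 from fry over 9 tests), nor with 0.30 for the same 4 at E7.5 (adjusted p = 0.149), while at E5.5 the mean of all 5 was -1.47 (adjusted p = 0.540). A change arising in the EpiSC lines or their culture stays open and was not tested.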
